# The FACT-targeted drug CBL0137 enhances the effects of rituximab to inhibit B-cell non-Hodgkin’s lymphoma tumor growth by promoting apoptosis and autophagy

**DOI:** 10.1186/s12964-022-01031-x

**Published:** 2023-01-23

**Authors:** Yan Lv, Yuxin Du, Kening Li, Xiao Ma, Juan Wang, Tongde Du, Yuxin Ma, Yue Teng, Weiyan Tang, Rong Ma, Jianqiu Wu, Jianzhong Wu, Jifeng Feng

**Keywords:** CBL0137, Rituximab, B-cell non-Hodgkin’s lymphoma, FACT, Apoptosis, Autophagy

## Abstract

**Background:**

Aggressive B-cell non-Hodgkin’s lymphoma (B-NHL) patients often develop drug resistance and tumor recurrence after conventional immunochemotherapy, for which new treatments are needed.

**Methods:**

We investigated the antitumor effects of CBL0137. In vitro, cell proliferation was assessed by CCK-8 and colony formation assay. Flow cytometry was performed to analyze cell cycle progression, apoptosis, mitochondrial depolarization, and reactive oxygen species (ROS) production. Autophagy was detected by transmission electron microscopy and mGFP-RFP-LC3 assay, while western blotting was employed to detect proteins involved in apoptosis and autophagy. RNA-sequencing was conducted to analyze the transcription perturbation after CBL0137 treatment in B-NHL cell lines. Finally, the efficacy and safety of CBL0137, rituximab, and their combination were tested in vivo.

**Results:**

CBL0137, a small molecule anticancer agent that has significant antitumor effects in B-NHL. CBL0137 sequesters the FACT (facilitates chromatin transcription) complex from chromatin to produce cytotoxic effects in B-NHL cells. In addition, we discovered novel anticancer mechanisms of CBL0137. CBL0137 inhibited human B-NHL cell proliferation by inducing cell cycle arrest in S phase via the c-MYC/p53/p21 pathway. Furthermore, CBL0137 triggers ROS generation and induces apoptosis and autophagy in B-NHL cells through the ROS-mediated PI3K/Akt/mTOR and MAPK signaling pathways. Notably, a combination of CBL0137 and rituximab significantly suppressed B-NHL tumor growth in subcutaneous models, consistent with results at the cellular level in vitro.

**Conclusions:**

CBL0137 has potential as a novel approach for aggressive B-NHL, and its combination with rituximab can provide new therapeutic options for patients with aggressive B-NHL.

**Video Abstract**

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12964-022-01031-x.

## Background

Non-Hodgkin’s lymphoma (NHL) is a heterogeneous disease caused by the malignant transformation of lymphocytes, 60–80% of which originate from B cells. Aggressive B-cell NHL (B-NHL) is the most common subtype of NHL and mainly includes diffuse large B-cell lymphoma (DLBCL), Burkitt lymphoma (BL), and mantle cell lymphoma (MCL) [1, 2]. Current standard treatment options for B-NHL include anti-CD20 antibody rituximab (R-) plus CHOP (cyclophosphamide, doxorubicin, vincristine, and prednisone) chemotherapy, hematopoietic stem cell transplantation, and chimeric antigen receptor (CAR) T-cell therapy. However, despite this intensive multimodal regime, 30% to 50% of B-NHL patients are still resistant to treatment, leading to disease recurrence and progression [3, 4]. Moreover, CAR-T therapies are associated with an increased risk of infection and acute and chronic severe physical impairment [5]. Therefore, the development of more efficacious and safer new drugs for relapsed/refractory B-NHL patients is still a highly unmet need.

CBL0137 is a novel nongenotoxic anticancer drug belonging to a family of small molecules called curaxins [6], which exhibits antitumor activity by targeting FACT (facilitates chromatin transcription), a histone chaperone that is highly expressed and associated with increased aggressiveness, stemness, and poor prognosis in a variety of cancer types [6–18]. FACT is composed of 2 subunits, structure-specific recognition protein 1 (SSRP1) and suppressor of Ty-16 (SPT16), which promotes transcriptional elongation by facilitating nucleosome disassembly and reassembly and is involved in the regulation of DNA replication and DNA damage repair [19, 20]. Chromatin trapping induced by CBL0137 exhausts cellular FACT, thereby mediating a series of downstream effects, including p53 activation and NF-κB inhibition [6, 11]. In addition, CBL0137 also inhibits the self-renewal of cancer stem cells or tumor-initiating cells via NOTCH1 activation [16]. Currently, CBL0137 is undergoing several clinical trials for hematological cancers and solid tumors (ClinicalTrials.gov Identifier: NCT01905228, NCT02931110, and NCT03727789). Therefore, CBL0137 can be considered a candidate for monotherapy while also exerting advantages in combination therapy, which provides the effectiveness of chemotherapy and the benefits of targeted therapy, giving it more significant potential and clinical significance.

Rituximab is a chimeric monoclonal antibody targeted against the pan-B-cell marker CD20. Immunotherapy represented by rituximab has a positive efficacy in treating B-NHL patients, but its primary or acquired resistance seriously affects the long-term survival benefits [21, 22]. In modern medicine, it is urgent to explore the “one plus one is greater than two” combination therapy of novel biologics and targeted therapies, which can enhance efficacy over what has been shown with monotherapy and further improve the prognosis.

In this study, firstly, we have shown that CBL0137 has a significant inhibitory effect on B-NHL tumor growth mainly by inducing apoptosis and autophagy. Additionally, we also demonstrated that CBL0137 combined with rituximab enhances tumor growth inhibition in vitro and in vivo, and this combination regimen may have clinical benefits for B-NHL patients.

## Materials and methods

### Cell lines and cell culture

The B-NHL cell lines SU-DHL-4, Farage, Raji, and Jeko-1 were purchased from American Type Culture Collection (ATCC). All cell lines were cultured in RPMI-1640 medium (Thermo Fisher Scientific, USA) supplemented with 10% heat-inactivated fetal bovine serum (Gibco, USA) at 37 °C in a 5% CO_2_ humidified incubator. All cell lines were authenticated and routinely tested for mycoplasma contamination.

### Reagents and antibodies

Reagents and antibodies are detailed in the Supplemental Methods (Additional file 1: Table S1 and S2).

### Cell proliferation assay figures

Cell proliferation was measured by cell counting kit-8 (CCK-8) assays (APE × BIO, USA) according to the manufacturer’s instructions. The calculation methods for the IC_50_ and synergy scores based on the Bliss assay are detailed in the Additional file 1: Methods.

### Cytotoxicity assay

The cytotoxicity under different treatments was assessed by using a lactate dehydrogenase (LDH) release kit (Beyotime, China). The studies were carried out in accordance with the instructions provided by the supplier.

### Colony formation assay

B-NHL cells were mixed with an equal volume of methylcellulose colony assay medium (Stem Cell Technologies, Canada), plated in 12-well plates, and incubated for two weeks. Colonies with a diameter of more than 0.1 mm were calculated.

### Cell cycle and apoptosis analysis

For cell cycle analysis, B-NHL cells were treated with CBL0137 (0.5 μM, 1.0 μM, 1.5 μM, and 2.0 μM) for 24 h and stained with PI/RNase (KeyGEN BioTECH, China) for 30 min. An Annexin V-FITC/PI Apoptosis Kit from Vazyme was used for apoptosis analysis. Flow cytometry was used for detection, and the data were analyzed by FlowJo software.

### Analysis of reactive oxygen species (ROS) and mitochondrial membrane (Δψm) levels by flow cytometry in B-NHL cells

ROS were determined by the Reactive Oxygen Species Assay Kit (Solarbio, China). The Δψm was determined using a JC-1 Staining Dye Assay Kit (Solarbio, China) according to the manufacturer’s instructions. Briefly, the cells were observed by fluorescence microscopy and analyzed by flow cytometry. The experimental details are provided in the Supplemental Methods.

### DNA fragmentation analysis

The formation of DNA fragments during apoptosis can be detected with a DNA Ladder Extraction Kit with Spin Column (Beyotime, China). DNA fragments were finally detected by 1.5% agarose gel electrophoresis.

### Western blotting

B-NHL cells were lysed in RIPA lysis buffer (Beyotime, China) after CBL0137 treatment. Cytoplasmic and nuclear proteins were prepared using a Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, China). Equal amounts of protein extracts were separated by SDS-PAGE (GenScript ProBio, USA) and transferred to nitrocellulose membranes (Cytiva, Germany). The protein bands were visualized by enhanced chemiluminescence (Millipore, USA) and analyzed using ImageJ software. The experimental details are provided in the Supplemental Methods.

### Transmission electron microscopy

SU-DHL-4, Raji, and Jeko-1 cells were treated with CBL0137 (2.0 μM) for 24 h. Cells were collected and then fixed, dehydrated, embedded, sectioned, and stained as previously described [23]. Finally, the cell morphology was observed under a JEM-1200 transmission electron microscopy (JEOL, Japan).

### Autophagic flux analysis by immunofluorescence staining (RFP-GFP-LC3 assay)

To observe autophagosomes and autolysosomes and to analyze autophagic flux, mRFP-GFP-LC3B adenovirus (HANBIO, China) was used for transduction according to the instructions. Twenty-four hours after transduction, the cells were cultured for 24 h with or without CBL0137 (1.0 μM or 2.0 μM) and then scanned by fluorescence microscopy. The red fluorescence spots (mRFP alone) indicated autolysosomes, and yellow fluorescence spots (overlay of mRFP and GFP) indicated early autophagosomes.

### RNA extraction, real-time quantitative polymerase chain reaction (PCR), and RNA sequencing

The primers used for these experimental assays are listed in Additional file 1: Table S3, and details are available in the Supplemental Methods.

### Mouse studies

All animal experiments were approved by the Institutional Animal Care and Use Committee of Nanjing Medical University (approval no. IACUC-2106022) and were conducted following the guidelines of this committee. The subcutaneous injection model and evaluation of the anticancer effects of CBL0137 are described in the Supplemental Methods.

### Statistical analysis

We performed all experiments in triplicate. GraphPad Prism 8.0 and SPSS 25.0 software were used for statistical analyses. All data are expressed as the mean ± standard deviation (SD). *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001 were considered statistically significant.

## Results

### FACT is a therapeutic target in B-NHL

To evaluate the potential role of FACT in B-NHL, we first examined the transcript level of FACT complex subunits in the TCGA database. As shown in Additional file 1: Fig. S1A, SSRP1 and SUPT16H mRNA levels were significantly upregulated in DLBCL compared with normal tissue (NT), and SSRP1 and SPT16 were significantly correlated (R = 0.73, *P* = 4.2e-09) (Additional file 1: Fig. S1B). At the protein level, the expression of SSRP and SUPT16H were both increased in B-NHL cell lines compared with the healthy donor (Additional file 1: Fig. S1C). To understand the functional significance of high FACT expression, we compared the sensitivity of different B-NHL cell lines to FACT inhibition with CBL0137 treatment. Cell proliferation assays showed that CBL0137 significantly inhibited B-NHL cell proliferation in a concentration and time-dependent manner. The IC_50_ values of CBL0137 among B-NHL cell lines were different due to the heterogeneity among cell lines. (Fig. 1A, B and Additional file 1: Fig. S1D–F). The colony formation ability of B-NHL cells was also inhibited after CBL0137 treatment (Fig. 1C, Additional file 1: Fig. S1G). These results indicate that CBL0137 can effectively inhibit B-NHL cell proliferation in a certain range of drug concentrations.

**Fig. 1:**
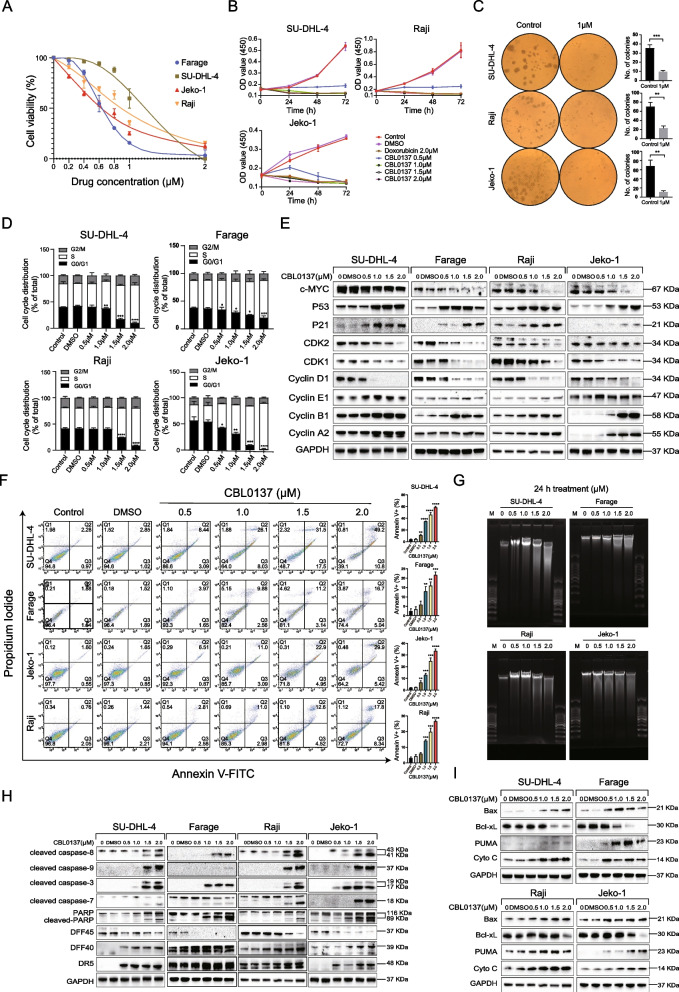
CBL0137 inhibits B-NHL cell proliferation by inducing cell cycle arrest and promoting apoptosis. **A** Cell viability of B-NHL cells treated with various concentrations of CBL0137 for 24 h was measured by CCK-8 assay. **B** B-NHL cells were treated with 0.5 μM, 1.0 μM, 1.5 μM, 2.0 μM CBL0137, and 2.0 μM doxorubicin for 24 h, 48 h, and 72 h. The absorbance values at 450 nm were determined. **C** Cell proliferation was detected by colony formation assay after 24 h treatment with CBL0137 (1.0 μM). **D** The cell cycle was determined by flow cytometry. The percentages of cell cycle phases were shown in the bar chart. CBL0137 induced a significant increase in the proportion of B-NHL cells in S phase. **E** The expression of cyclins, CDKs, c-MYC, p21, and p53 was detected by western blotting in B-NHL cells treated with CBL0137. **F** Four B-NHL cells (SU-DHL-4, Farage, Raji, and Jeko-1) were treated with specified concentrations of CBL0137 for 24 h. Cell apoptosis was assessed by the Annexin V-FITC Apoptosis Detection Kit and flow cytometry. Representative results are shown on the left and statistical results are shown on the right. **G** B-NHL cells were treated with different concentrations of CBL0137 for 24 h and then were collected, and chromosomal DNA was isolated and purified using DNA Ladder Detection Kit according to manufacturer's instructions to explore the effect of CBL0137 on DNA fragmentation in B-NHL cells. **H**, **I** Representative proteins expression in four B-NHL cells treated with different concentrations of CBL0137 and vehicle control (DMSO) for 24 h to evaluate the status of apoptotic cascade and mitochondrial apoptosis. The data are representative and taken from one of three independent experiments. The data results are expressed as mean ± SD (*P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s t-test)

Western blotting showed that increasing concentrations of CBL0137 induced relocalization of the FACT subunits SSRP1 and SUPT16H from the cytosol (soluble fraction) to the chromatin-containing fraction (pellet) of treated cells (Additional file 1: Fig. S1H). p53 and phosphor (p)-p53 were significantly activated in a CBL0137-dose-dependent manner, while NF-κB-mediated transcriptional activity was inhibited (Additional file 1: Fig. S1I). Thus, the established anticancer mechanism of CBL0137 also applies to B-NHL.

### CBL0137 induces B-NHL cell cycle arrest in S phase by regulating the c-MYC/p53/21 pathway

Cell proliferation inhibition is usually accompanied by changes in cell cycle progression. 

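RNA was sequenced from SU-DHL-4, Raji and Jeko-1 cells, which are human cell lines derived from a diffuse large B-cell lymphoma, a Burkitt lymphoma and a mantle cell lymphoma. The cells were left untreated (control) or treated with 2.0 μM CBL0137 for 24 h, with 3 replicates per condition and 18 libraries in all. The authors mapped the reads to hg19, the human genome build also called GRCh37, and deposited a table of FPKM (fragments per kilobase of transcript, scaled to the total of the library) for 20030 genes, without read counts. Of these genes, 2206 were at 0 in every library. For each of the other 17824 genes, the values were whole multiples of a common step, which was taken as the value of 1 fragment to estimate the fragments behind them (in simulated tables this was exact for 2935 of 3000 genes). The control libraries of SU-DHL-4 held 19908216 to 20576284 fragments (median 20335992) and the CBL0137-treated libraries 18501217 to 19969262 (median 18940412). In Raji the fragments per library ranged from 19151241 to 19635359 (median 19518195) in control cells and from 18143322 to 20074374 (median 19173264) in treated cells. In Jeko-1 they ranged from 18846418 to 19596278 (median 18937493) and from 17106324 to 18054077 (median 18032939), respectively.
Expression was compared between CBL0137-treated and control cells within each cell line by limma's moderated test with a mean-variance trend, on log2(FPKM + 1). Genes with a mean FPKM of at least 0.1 over the 6 libraries of a line were tested, which left 12386 genes in SU-DHL-4, 11898 in Raji and 12722 in Jeko-1. All log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Differentially expressed genes (DEGs) had an unadjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds given with Fig. S4C. The median log2 fold change of all tested genes was 0.22 in SU-DHL-4, 0.18 in Raji and 0.21 in Jeko-1. The deposited FPKM are scaled by the total of fragments, while DESeq, which the paper names for its DEGs, scales libraries by median ratios. With median ratios in place of that total, the medians of all tested genes were 0.01, 0.02 and 0.01. Changes of gene sets are given beside the median of all tested genes for this reason. Gene set enrichment analysis (GSEA) ranked the genes by the signal-to-noise ratio of their FPKM and compared each set with 10000 permutations of the genes, and its FDR is over the 6 sets tested per line. A shift of a set's log2 fold changes against those of all other genes was tested with limma's camera (2-sided) at an inter-gene correlation of 0.01, with adjustment over the sets of a line. Neither is an exact test of the libraries: exact permutation of 3 against 3 libraries cannot give a p under 0.1.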

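Lists of 43 S phase genes and 54 G2/M genes, used as cell cycle markers, were compared with the other genes of each cell line. Their mRNA is not a count of cells in a phase. By flow cytometry, the paper found a larger share of cells in S phase after CBL0137 and no significant change in G2 phase. The normalized enrichment score (NES) of the S phase genes was −3.06 in SU-DHL-4, −3.65 in Raji and −2.88 in Jeko-1, where a negative score stands for lower expression in CBL0137-treated cells. None of the 10000 permutations gave a score as far below 0 for this set in any of the lines (FDR 0). For the G2/M genes the NES was −3.20 in SU-DHL-4 (FDR 0), −3.41 in Raji (FDR 0) and −1.84 in Jeko-1 (FDR 0.000116), again past every permutation of the set in each line. The median log2 fold change of the S phase genes was −0.33 in SU-DHL-4, −1.08 in Raji and −0.60 in Jeko-1, and 6, 2 and 2 of the 43 genes, respectively, were higher in treated cells. The median of the G2/M genes was −0.46, −0.79 and −0.24 in the same order, and 9 of 52, 5 of 52 and 15 of 53 tested genes were higher. The shift of the S phase genes gave a limma camera adjusted p = 1.37e-11 in SU-DHL-4, 4.57e-22 in Raji and 1.98e-14 in Jeko-1, and that of the G2/M genes 1.98e-12, 1.34e-16 and 3.61e-05. Unadjusted, the p of the S phase genes was 1.61e-12, 2.69e-23 and 1.17e-15, and with the replicate number as a block in the model 1.26e-12, 3.50e-23 and 2.20e-15. For the G2/M genes it was 1.17e-13, 1.58e-17 and 8.51e-06 without the block and 4.79e-14, 9.47e-18 and 8.92e-06 with it. The deviations of same-numbered control and treated libraries from their group means had a mean correlation across genes of 0.279 in SU-DHL-4, −0.174 in Raji and −0.0598 in Jeko-1. The alternative that moved the shifts most was camera with the inter-gene correlation estimated from the libraries, which gave an unadjusted p of 0.0157, 0.00483 and 0.000672 for the S phase genes and of 0.0101, 0.0148 and 0.0854 for the G2/M genes. A line's 6 libraries can be split in 4 ways that part every same-numbered pair, the real one included. For the S phase genes, an NES as far from 0 came from 2 of these in SU-DHL-4, 1 in Raji and 4 in Jeko-1. For the G2/M genes it came from 3, 2 and 3. Every split but the real one mixes control and treated libraries unevenly and keeps part of the treatment contrast. These counts thus speak neither for nor against an effect of treatment.
Among the DEGs of Raji were 27 of the 43 S phase genes, all lower in treated cells (odds ratio 13.4, one-sided Fisher's exact test, p = 1.07e-15, 6.44e-15 after Benjamini-Hochberg adjustment over 6 sets). The G2/M genes of Raji counted 17 DEGs of 52 genes, all lower (odds ratio 3.82, p = 3.56e-05, adjusted 0.000107, the same exact test). In SU-DHL-4 only 3 of 43 S phase genes and 3 of 52 G2/M genes were DEGs, with odds ratios of 0.63 (p = 0.849) and 0.51 (p = 0.925) by the exact test. In Jeko-1 there were 12 of 43 and 5 of 53, with odds ratios of 1.74 (p = 0.0778) and 0.47 (p = 0.975) by the exact test. When the libraries were scaled by median ratios, the odds ratio of the S phase genes was 3.13 in SU-DHL-4 and 3.53 in Jeko-1.
The S phase gene UNG (chromosome 12, 109535402 to 109564530) had 52.3 ± 3.40 FPKM (SD, n = 3) in control and 18.2 ± 0.75 in treated SU-DHL-4 cells, a log2 fold change of −1.47 (standard error 0.06, limma adjusted p = 9.53e-08). CDC6 (chromosome 17, 38444131 to 38460909) fell from 68.6 ± 5.03 to 17.6 ± 0.21 FPKM (SD, n = 3) in Raji, a log2 fold change of −1.90 (standard error 0.08, limma adjusted p = 9.60e-07). RRM2 (chromosome 2, 10260825 to 10351851) fell from 127 ± 2.98 to 30.4 ± 1.90 FPKM (SD, n = 3) in Jeko-1, a log2 fold change of −2.03 (standard error 0.04, limma adjusted p = 1.15e-10). Without each library in turn, these log2 fold changes stayed between −1.50 and −1.42, between −1.94 and −1.84 and between −2.07 and −1.99. The other S phase genes with the smallest p were MCM4 (−0.96) and CDCA7 (−1.23) in SU-DHL-4, UNG (−2.07) and CDC45 (−1.93) in Raji, and TYMS (−1.35) and PCNA (−1.38) in Jeko-1. Among the G2/M genes, the smallest p belonged to NUF2 (−1.31), CENPE (−1.03) and JPT1 (0.90) in SU-DHL-4, to NUF2 (−1.88), HJURP (−1.41) and CDK1 (−1.43) in Raji, and to UBE2C (−0.84), TMPO (−1.13) and CDC25C (1.13) in Jeko-1. JPT1 and CDC25C thus rose while the medians of their set fell, and they rose by 0.60 and 0.87 under median-ratio scaling as well.

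**Figure D1:**
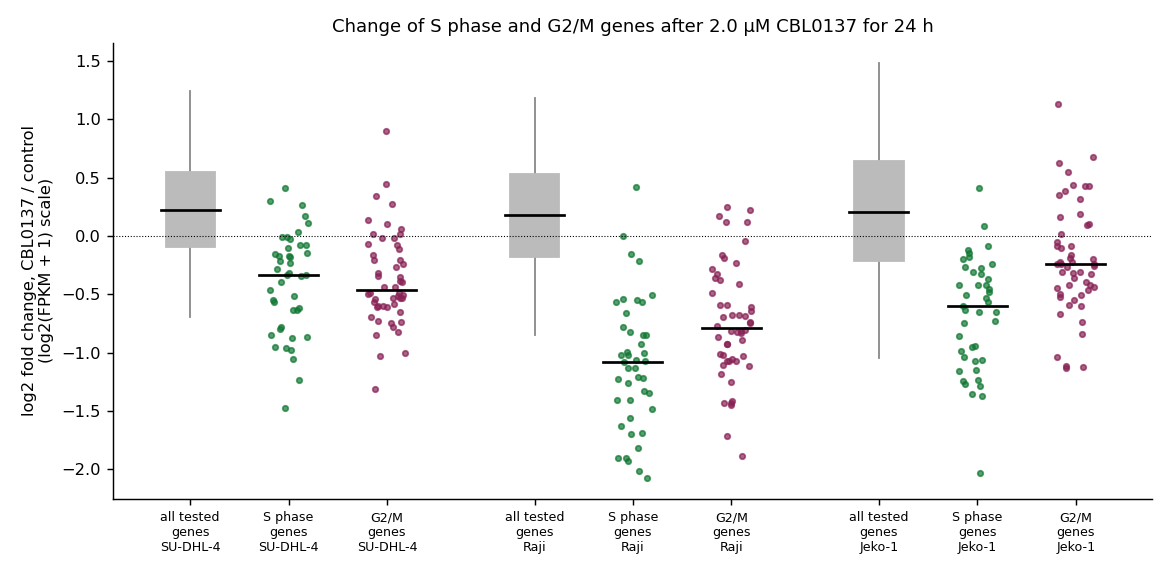
Log2 fold change of each S phase and G2/M gene between CBL0137-treated and control cells (points, on the log2(FPKM + 1) scale) in SU-DHL-4, Raji and Jeko-1, beside all tested genes of the line (grey box, 25th to 75th percentile; grey line, 5th to 95th percentile); black bars are medians. The S phase medians lie at −0.33, −1.08 and −0.60, while those of all tested genes lie at 0.22, 0.18 and 0.21.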

RNA-seq data showed that the cell cycle signaling pathway was significantly altered after CBL0137 treatment in B-NHL cells (Additional file 1: Fig. S2A). Moreover, the flow cytometry results showed that with increasing concentration, the cell population in G0/G1 phase was decreased, accompanied by an increase in the population in S phase in B-NHL cells, while there was no significant change in G2 phase (Fig. 1D, Additional file 1: Fig. S2B). The cell cycle is precisely regulated by a variety of proteins, including cyclins and cyclin-dependent kinases (CDKs) [24]. We further assessed the expression of proteins involved in the cell cycle by western blotting (Fig. 1E); cyclin D1, CDK1, and CDK2 expression was significantly decreased, and cyclin E1, cyclin B2, and cyclin A2 expression was upregulated to varying degrees after treatment with CBL0137 for 24 h in B-NHL cells. These results suggested that CBL0137 not only induces significant S phase arrest but also regulates the expression of G1/S phase-associated proteins.

c-MYC has been shown to play a critical role in the cell cycle by regulating the activation of p53 and p21 [25, 26]. Our results further confirmed that CBL0137 could inhibit c-MYC expression and promote the upregulation of p53 and p21, thus regulating the expression of cell cycle-related proteins (Fig. 1E).

### CBL0137 promotes cell apoptosis in B-NHL cells by activating extrinsic and intrinsic apoptotic pathways

We next investigated whether there were other potential mechanisms by which CBL0137 inhibits B-NHL cell growth. Flow cytometry analysis showed that CBL0137 induced a significant increase in both early (located in quadrant Q3) and late apoptotic (located in quadrant Q2) cell subsets in a concentration-dependent manner for B-NHL cell lines. In particular, 2.0 μM CBL0137 induced apoptosis in approximately 60% of SU-DHL-4 cells (Fig. 1F). The terminal stage of apoptosis is characterized by nucleosomal DNA fragmentation [27], and our results were also observed in the 1.5 μM and 2.0 μM groups (Fig. 1G).

Studies have shown that apoptosis can be mediated either by extrinsic or intrinsic pathways [28, 29]. We further investigated the molecular pathways involved in CBL0137-induced apoptosis by western blotting. Our results showed that the expression levels of cleaved caspase-8 and its downstream targets, caspase-3, caspase-7, and PARP, as well as DR5, were elevated (Fig. 1H). Moreover, the opposite expression patterns of DFF45 and DFF40 promoted DNA fragmentation (a hallmark of apoptosis), suggesting that CBL0137 induces extrinsic apoptotic pathways. In addition, we also detected changes in the expression of the Bcl-2 family and mitochondrial damage-related proteins (Fig. 1I). The results showed that cleaved caspase-9, the proapoptotic proteins Bax and PUMA, and cytochrome C were increased, whereas the antiapoptotic protein Bcl-xL was decreased. Similar results were also found in a time-dependent manner (Additional file 1: Fig. S2C). All the above results suggest that CBL0137 activates both caspase-dependent extrinsic and intrinsic apoptotic pathways in B-NHL cells.

### CBL0137 induces autophagy in B-NHL cells

According to previous studies, autophagy has been reported to be closely related to apoptosis, thereby determining cell survival and death [30, 31]. 

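In Jeko-1 cells, the 54 tested genes of a list of 55 autophagy genes had an NES of 1.86 in CBL0137-treated against control cells (GSEA, FDR 0.000311). Their median log2 fold change was 0.71, and 45 of the 54 were higher in treated cells. The shift against all other genes gave a limma camera adjusted p = 0.000975 (unadjusted 0.000344, and 0.000328 with the replicate number as a block), while the same-numbered libraries of Jeko-1 deviated together with correlations across genes of −0.109, −0.0332 and −0.0372 for replicates 1, 2 and 3. With the inter-gene correlation estimated from the libraries, the unadjusted camera p was 0.144. Of the 4 splits of the libraries that part every same-numbered pair, 3 gave an NES as far from 0. The splits other than the real one keep part of the treatment contrast, so this count decides nothing. Of the 54 genes, 20 were DEGs, all of them higher in treated cells (odds ratio 2.66, one-sided Fisher's exact test, p = 0.000822, Benjamini-Hochberg adjusted 0.00493). This odds ratio was 1.39 (p = 0.198, the same exact test) under median-ratio scaling, where 12 of the genes were DEGs, and 1.54 (p = 0.0807) with a pseudocount of 0.1.
MAP1LC3B, which encodes LC3B (chromosome 16, 87417559 to 87438385), had 52.5 ± 0.441 FPKM (SD, n = 3) in control and 211 ± 15.1 in treated Jeko-1 cells, a log2 fold change of 1.98 (standard error 0.05, limma adjusted p = 1.57e-10). The table also lists MAP1LC3B2, a near-identical copy, so the division of fragments between these genes is uncertain. WDR45 (chromosome X, 48932092 to 48958108) rose from 9.13 ± 0.893 to 55.2 ± 1.38 FPKM (SD, n = 3), a log2 fold change of 2.48 (standard error 0.06, limma adjusted p = 1.84e-10). TAX1BP1 (chromosome 7, 27778950 to 27884183) rose from 26.9 ± 0.667 to 81.5 ± 2.85 FPKM (SD, n = 3), a log2 fold change of 1.56 (standard error 0.04, limma adjusted p = 1.61e-10). SQSTM1, which encodes p62, rose by 1.84, BECN1 by 1.01 and ATG14 by 0.66 on the log2 scale, and all treated libraries lay above all control libraries for each of these 6 genes. Under median-ratio scaling the 6 log2 fold changes lay between 0.44 (ATG14) and 2.20 (WDR45).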

Our RNA-seq data showed that autophagy-related pathways in Jeko-1 cells were significantly upregulated after CBL0137 treatment (Additional file 1: Fig. S3A). Therefore, we first analyzed the ultrastructure of B-NHL cell lines treated with 2.0 μM CBL0137 by transmission electron microscopy (TEM) and showed that more double-membrane structures could be observed in the cytoplasm in the treated group than in the control group (Fig. 2A). Autophagy is a dynamic process. To explore whether CBL0137 could increase autophagic flux in B-NHL cell lines, we transduced B-NHL cells with mRFP-GFP-LC3B adenovirus particles and monitored autophagy. According to the operating instructions and technical principles, the LC3-positive autolysosomes were marked with red puncta, and autophagosomes were marked with yellow puncta [32]. After incubating with CBL0137 for 24 h, images were obtained by fluorescence microscopy. As shown in Fig. 2B, GFP-RFP-LC3 positive autophagosomes were significantly increased in B-NHL cells with CBL0137 treatment in the merged pictures and increased with increasing concentration, suggesting that CBL0137 induced autophagosome-lysosome fusion in B-NHL cells. Western blotting further verified the levels of LC3, SQSTM1/p62, Atg14, and Beclin-1 in B-NHL cells treated with CBL0137 (Fig. 2C, Additional file 1: Fig. S3B, C). Taken together, these findings demonstrated that CBL0137 is an effective autophagy inducer in human B-NHL cells.

**Fig. 2:**
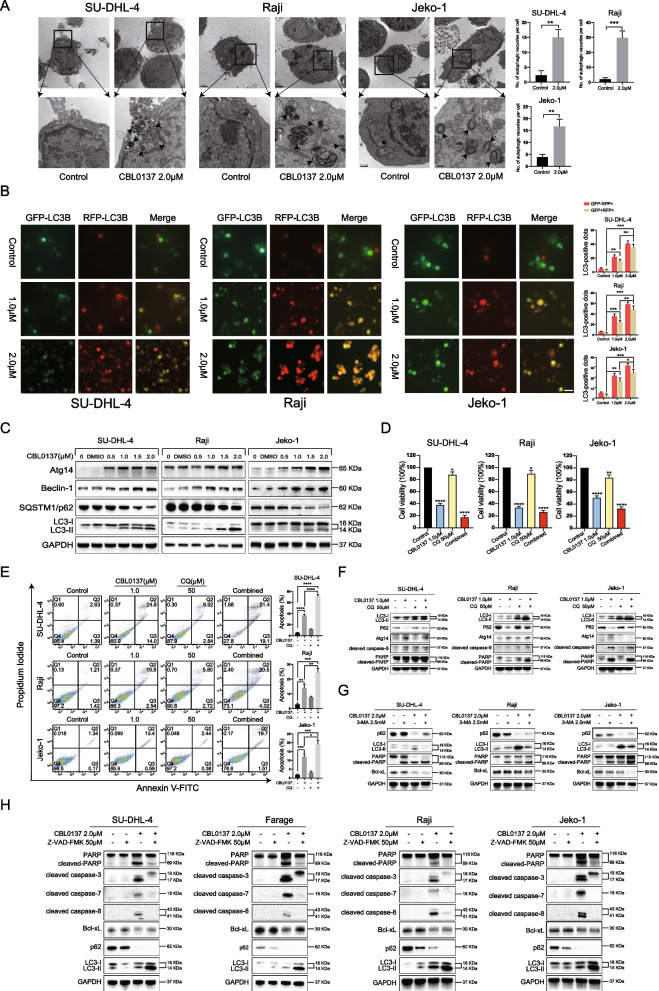
CBL0137 induces protective autophagy in B-NHL cells. **A** Autophagosomes in SU-DHL-4, Raji, and Jeko-1 cells treated with or without 2.0 μM CBL0137 were observed by TEM. The arrow indicates the autophagosome. Scale bars = 2 μm. **B** The expression of GFP + /mRFP + (yellow) and GFP-/mRFP + (red) LC3 puncta was observed by fluorescence microscopy in B-NHL cells treated with or without 1.0 μM or 2.0 μM CBL0137 for 24 h. Representative images and quantitative analysis of fluorescent LC3 puncta were shown. Scale bars = 30 μm. **C** Expression of autophagy-related proteins was detected by western blotting in B-NHL cells treated with CBL0137 or DMSO. **D**–**F** Effect of chloroquine (CQ) on CBL0137-mediated autophagy, cell viability, and apoptosis. Cells were pretreated with 50 μM CQ for 1 h and then exposed to 1.0 μM CBL0137. **D** Cell viability was determined by CCK-8. **E** Apoptosis was measured by flow cytometry. **F** Conversions of LC3I to LC3II, p62, Atg14, and PARP were examined by western blotting. **G** B-NHL cells were pretreated with 2.5 mM 3-methyladenine (3-MA) for 1 h and then exposed to 2.0 μM CBL0137. The expression of PARP, p62, LC3, Bcl-xL was detected by western blotting. **H** 50 μM Z-VAD-FMK was pretreated for 1 h and then exposed to 2.0 μM CBL0137. Caspase-related proteins and autophagy-related proteins were detected by using western blotting

### Inhibition of autophagy promoted CBL0137-induced apoptosis in B-NHL cells

Activation of apoptosis is a common event in tumor cells in response to autophagy induction [33, 34]. To investigate whether there was a causal relationship between CBL0137-induced autophagy and apoptosis, we used chloroquine (CQ) and 3-methyladenine (3-MA) to block autophagy in CBL0137-treated B-NHL cells. Our data showed that in the presence of CQ, cell viability after CBL0137 treatment was significantly reduced (Fig. 2D, Additional file 1: Fig. S3D). The flow cytometry results indicated that the apoptosis rates of B-NHL cells were significantly higher in the CQ combined with CBL0137 B-NHL cells than in the CBL0137 single treatment group (Fig. 2E). We used CCK-8 and flow cytometry assays, and both results suggested that CBL0137 in combination with autophagy inhibitors could further promote cell death. Further western blotting confirmed the enhanced CBL0137-induced accumulation of LC3II and decreased degradation of SQSTM1/p62 and Atg14 after CQ blockade. Notably, CQ-pretreated SU-DHL-4 and Raji cells increased CBL0137-mediated cleavage of PARP and caspase-9 (Fig. 2F). Moreover, 3-MA pretreatment not only inhibited autophagy in B-NHL cells but also further promoted apoptosis (Fig. 2G). Collectively, these findings suggest that the inhibition of autophagy enhances CBL0137-induced apoptosis in B-NHL cells.

To further verify the relationship between apoptosis and autophagy. We used an irreversible pan-caspase inhibitor, Z-VAD-FMK (Fig. 2H). Z-VAD-FMK in combination with CBL0137 significantly decreased the cleaved forms of PARP, caspase-3, caspase-7, and caspase-8 in four B-NHL cell lines and reversed the reduced expression of Bcl-xL induced by CBL0137 alone in Farage cells. These results indicated that CBL0137-induced apoptosis was caspase-dependent. Furthermore, we found that the combination of Z-VAD-FMK and CBL0137 significantly increased the accumulation of LC3II, and the consumption of p62 was further increased, suggesting that inhibition of apoptosis promoted autophagy. CBL0137-induced autophagy is a cell survival mechanism; blocking autophagy increases cell death, while inhibiting apoptosis promotes the survival of B-NHL cells.

### CBL0137-induced apoptosis and autophagy are dependent on mitochondrial ROS generation

Aberrant production of ROS is usually involved in apoptosis and/or autophagy initiation [35, 36]. Mitochondria are the major cellular sites for ROS production [37]. First, we measured the mitochondrial membrane potential (MMP) with the fluorescence probe JC-1 and observed a decrease in red fluorescence (aggregated JC-1) and an increase in green fluorescence (monomeric JC-1). Flow cytometry further demonstrated a sharp decrease in the red/green fluorescence ratio (Fig. 3A, B). This finding led us to hypothesize that CBL0137 might trigger ROS release from mitochondria. Next, we used the fluorescent probe DCFH-DA to measure ROS levels by flow cytometry. As shown in Fig. 3C, CBL0137 dose-dependently increased ROS generation in SU-DHL-4 cells compared with untreated cells. Increased ROS generation was observed in Jeko-1 cells after 2.0 μM CBL0137 treatment but not significantly in Raji cells. Moreover, CBL0137-induced ROS overproduction was effectively blocked by pretreatment of the cells with the antioxidant agent N-acetylcysteine (NAC) (Fig. 3D). Subsequently, we analyzed the role of ROS in CBL0137-induced apoptosis and autophagy in the presence of NAC. Flow cytometry analysis showed that NAC significantly attenuated the CBL0137-induced apoptosis of B-NHL cells (Fig. 3E). Western blotting also demonstrated that NAC significantly inhibited CBL0137-induced activation of cleaved PARP. Furthermore, NAC markedly suppressed the increased expression of LC3II and consumption of p62 induced by CBL0137 (Fig. 3F). The above results indicated that ROS plays an important role in CBL0137-induced apoptosis and autophagy in B-NHL cells.

**Fig. 3:**
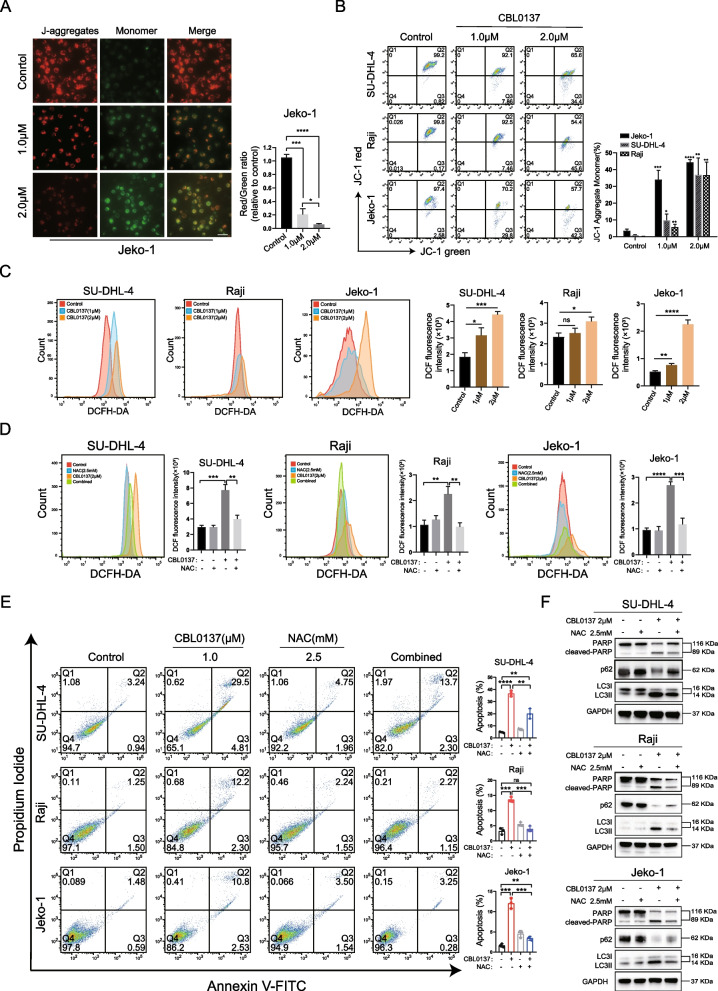
CBL0137-induced apoptosis and autophagy are dependent on mitochondrial ROS generation. **A** Jeko-1 cells treated with 1.0 μM or 2.0 μM CBL0137 were stained with the fluorescent mitochondrial probe JC-1, and the mitochondrial membrane potential (MMP) of the cells was observed by fluorescence microscope (40×, magnification). The quantitative results were analyzed. **B** The MMP stained with JC-1 probe was measured by flow cytometry. The histogram showed the percentage of JC-1 aggregate monomer. The data were expressed as mean ± SD (n = 3). **C** B-NHL cells were treated with different concentrations of CBL0137 for 24 h and then incubated with 10 μM DCFH-DA at 37 °C in the dark for 20 min, the fluorescent intensity was detected by flow cytometry. The mean fluorescence intensity of ROS was shown in histograms. The data were expressed as mean ± SD (n = 3). **D** B-NHL cells were preincubated with 2.5 mM NAC for 2 h and then treated with 2.0 μM CBL0137 for 24 h. The fluorescence intensity was detected by flow cytometry. **E** B-NHL cells were preincubated with 2.5 mM NAC for 2 h and then treated with 1.0 μM CBL0137 for 24 h. The changes in cell apoptosis rates were measured by flow cytometry. **F** In the presence or absence of NAC preincubation, the changes of apoptosis and autophagy-related proteins expression in B-NHL cells after CBL0137 treatment were detected by western blotting. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### CBL0137 induces apoptosis and autophagy in B-NHL cells via the ROS-mediated inhibition of the PI3K/Akt/mTOR and MAPK signaling pathways

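How far replicates differed from each other sets how small a change the libraries can show. For each pair of replicates, the fragments of genes with at least 20 fragments in the pair were compared with the split that the totals of both libraries give, as a chi-square per gene that equals 1 when only the counting of fragments adds noise. It ranged from 2.15 (SU-DHL-4 control replicates 1 and 2) to 82.5 (Raji control replicates 2 and 3), so every pair differed by more than counting error and no library was a copy of its replicate. Among genes with fewer than 200 fragments the value lay between 1.6 and 3.95. The Raji control replicates 1 and 2 gave 50.0 and replicates 1 and 3 gave 13.5. The 100 genes with the most fragments took 22.1% ± 0.70 (SD, n = 3) of the fragments in control and 18.0% ± 0.80 in CBL0137-treated SU-DHL-4 cells. In Raji their share was 20.8% ± 1.84 and 16.3% ± 0.30, and in Jeko-1 17.8% ± 0.20 and 12.3% ± 0.034 (SD, n = 3 each). Each of these falls was larger than the spread between replicates, with no overlap between control and treated libraries. The 85 ribosomal protein genes fell from 12.3% to 10.6% of the fragments in SU-DHL-4, from 9.08% to 6.21% in Raji and from 7.74% to 5.62% in Jeko-1. The mean number of genes above 0 rose from 13532 to 14587 in SU-DHL-4, from 13687 to 14732 in Raji and from 14235 to 14449 in Jeko-1.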

To further explore the potential mechanisms involved in the antitumor effects of CBL0137 in B-NHL, we applied RNA-seq to assess the transcriptional changes mediated by CBL0137. 

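In SU-DHL-4 cells, 1068 genes were higher and 246 lower among 1314 DEGs of CBL0137-treated against control cells. In Raji cells, 951 of 1352 DEGs were higher and 401 lower, and in Jeko-1 cells 1620 of 2315 were higher and 695 lower. With the replicate number as a block in the model there were 1314, 1353 and 2315 DEGs. Control and treated libraries with different numbers deviated from their group means with mean correlations across genes of −0.136, 0.0822 and 0.0297. Deviations from a group mean cancel out, so these values largely follow from those of same-numbered libraries and are no separate evidence. A Benjamini-Hochberg adjusted p under 0.05, without a threshold on the change, was met by 9309, 7449 and 10598 genes, among them all DEGs of SU-DHL-4 and Raji and 2314 of the 2315 of Jeko-1. With the block, 9888, 6978 and 10502 genes met it. Without each library in turn, the number of DEGs lay between 1285 and 1372 in SU-DHL-4, 1270 and 1470 in Raji and 2274 and 2372 in Jeko-1. A pseudocount of 1 compresses the change of genes with low FPKM, and with 0.1 in its place the counts were 2858 (2443 higher, 415 lower) in SU-DHL-4, 2714 (2076 higher, 638 lower) in Raji and 3935 (2801 higher, 1134 lower) in Jeko-1. The division into higher and lower genes moved with the scaling. Higher genes made up 81.3%, 70.3% and 70.0% of the DEGs with the deposited FPKM and 54.7%, 45.2% and 49.3% under median-ratio scaling.
In SU-DHL-4, MDK (chromosome 11, 46402306 to 46405387) rose most among genes with a mean FPKM of at least 1, from 2.46 ± 0.0715 to 97.5 ± 6.33 FPKM (SD, n = 3), a log2 fold change of 4.83 (standard error 0.06, limma adjusted p = 8.62e-10). It was followed by LGALS1 (4.65) and RARRES3 (3.85). ASNS (chromosome 7, 97480989 to 97501854) fell most, from 175 ± 9.49 to 15.0 ± 1.09 FPKM (SD, n = 3), a log2 fold change of −3.47 (standard error 0.06, limma adjusted p = 5.34e-09), followed by RPL22L1 (−3.30) and INHBE (−2.75). In Raji, UBD (chromosome 6, 29523292 to 29527509) rose from 5.05 ± 1.61 to 229 ± 4.88 FPKM (SD, n = 3), a log2 fold change of 5.28 (standard error 0.16, limma adjusted p = 2.11e-07). It was followed by S100A8 (4.81, of uncertain size, since no control library held more than 1 fragment) and MS4A8 (4.47). FCER2 (chromosome 19, 7753644 to 7767032) fell from 42.2 ± 3.15 to 3.19 ± 0.297 FPKM (SD, n = 3), a log2 fold change of −3.37 (standard error 0.10, limma adjusted p = 2.11e-07), followed by FCRL4 (−3.27) and RPL22L1 (−3.24). In Jeko-1, TNNI2 (chromosome 11, 1860211 to 1862910) rose from 0.560 ± 0.153 to 76.4 ± 1.26 FPKM (SD, n = 3), a log2 fold change of 5.64 (standard error 0.07, limma adjusted p = 1.05e-11), followed by MDK (5.61) and MEIS3 (4.90). MPEG1 (chromosome 11, 58975983 to 58980400) fell from 71.6 ± 2.43 to 1.50 ± 0.427 FPKM (SD, n = 3), a log2 fold change of −4.87 (standard error 0.10, limma adjusted p = 7.29e-11), followed by PTPRCAP (−4.46) and GCSAM (−4.15).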

A total of 2283 and 927 genes were upregulated and downregulated in SU-DHL-4 cells, 1987 and 1234 genes were upregulated and downregulated in Raji cells, and 2405 and 1924 genes were upregulated and downregulated in Jeko-1 cells, respectively (Additional file 1: Fig. S4). Interestingly, KEGG pathway enrichment analysis showed that the PI3K/Akt and MAPK signaling pathways were significantly enriched (Fig. 4A). 

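Among the DEGs of SU-DHL-4 cells were 4 of 64 PI3K/Akt/mTOR genes (odds ratio 0.56, one-sided Fisher's exact test, p = 0.919) and 13 of 90 MAPK genes (odds ratio 1.43, p = 0.155, the same exact test). In Raji cells there were 6 of 64 (odds ratio 0.81, exact p = 0.750) and 12 of 82 (odds ratio 1.34, exact p = 0.217), and in Jeko-1 cells 15 of 62 (odds ratio 1.44, exact p = 0.145) and 13 of 87 (odds ratio 0.79, exact p = 0.823). After Benjamini-Hochberg adjustment over 6 sets, the p of the PI3K/Akt/mTOR genes was 0.925, 0.750 and 0.217, and that of the MAPK genes 0.831, 0.435 and 0.975. The background was all genes tested in the line. With the replicate number as a block the odds ratios were the same in SU-DHL-4 and Jeko-1 and 0.805 and 1.34 in Raji, where the same-numbered libraries deviated with correlations across genes of −0.180, −0.202 and −0.140. GSEA gave the PI3K/Akt/mTOR genes an NES of −1.27 in SU-DHL-4 (FDR 0.0702) and the MAPK genes 0.85 (FDR 0.761). In Raji these were 0.77 (FDR 0.836) and 1.03 (FDR 0.591), and in Jeko-1 0.92 (FDR 0.605) and 1.01 (FDR 0.613).
The deposited table annotates genes with KEGG pathways, and these annotations were used as well after the file had been seen. The KEGG PI3K-Akt pathway counted 24 DEGs of 227 tested genes in SU-DHL-4 (odds ratio 0.996, exact p = 0.540), 24 of 220 in Raji (odds ratio 0.954, exact p = 0.617) and 41 of 221 in Jeko-1 (odds ratio 1.02, exact p = 0.473). The KEGG MAPK pathway counted 29 of 216 (odds ratio 1.31, exact p = 0.109), 27 of 202 (odds ratio 1.21, exact p = 0.211) and 33 of 213 (odds ratio 0.822, exact p = 0.870). By GSEA the KEGG PI3K-Akt pathway had an NES of 1.07 (FDR 0.443), 1.40 (FDR 0.0352) and 0.96 (FDR 0.571), and the KEGG MAPK pathway 1.12 (FDR 0.436), 1.31 (FDR 0.0643) and 1.27 (FDR 0.104). With a pseudocount of 0.1 together with the KEGG annotation, a combination added after these results, the odds ratio of the PI3K-Akt pathway was 1.32 (exact p = 0.0407) in SU-DHL-4, 1.34 (exact p = 0.0355) in Raji and 1.40 (exact p = 0.00979) in Jeko-1, and that of the MAPK pathway 1.29 (exact p = 0.0599), 1.27 (exact p = 0.0791) and 1.27 (exact p = 0.0576). After Benjamini-Hochberg adjustment over the 5 KEGG pathways tested, the p of the PI3K-Akt pathway was then 0.150, 0.0887 and 0.0489. Over all annotated pathways with at least 5 tested genes and a pseudocount of 1, 2 of 317 in SU-DHL-4, 17 of 314 in Raji and 17 of 316 in Jeko-1 had an adjusted p under 0.05, and the lowest exact p in SU-DHL-4 belonged to the lysosome pathway (5.44e-05, odds ratio 2.67). In these lists the MAPK pathway held rank 50, 89 and 252 and the PI3K-Akt pathway rank 161, 187 and 151. From the pathway enrichment of Fig. 4A, the paper states that both signaling pathways were enriched and turns to their proteins. Its DEG lists were longer than those of the main test here, so the enrichments are not of the same genes.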

Previous studies have shown that the PI3K/Akt and MAPK signaling pathways play a pivotal role in mediating the crosstalk between tumor cell apoptosis and autophagy [38–42]. Therefore, we further verified the protein expression levels associated with these two pathways by western blotting (Fig. 4B, C) and found decreased levels of the related proteins. Together, these data suggested that CBL0137 inhibited the activation of the PI3K/Akt/mTOR and MAPK signaling pathways.

**Fig. 4:**
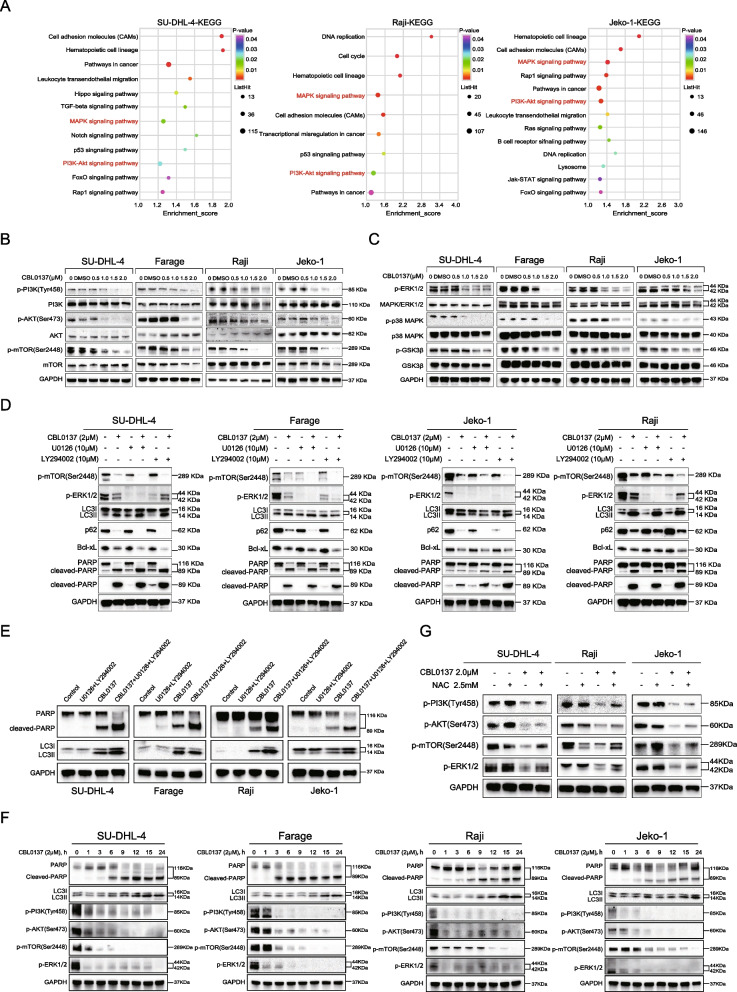
Effect of the PI3K/Akt/mTOR and MAPK signaling pathways on CBL0137-induced apoptosis and autophagy. **A** Singal pathway enrichment analysis of CBL0137 2.0 μM treated and untreated groups by RNA-seq in SU-DHL-4, Raji, and Jeko-1 cells (*P* < 0.05). **B** B-NHL cells were incubated with CBL0137 (0.5–2.0 μM) for 24 h, after which levels of PI3K, AKT, mTOR, and their phosphorylated forms were determined by western blotting. **C** Western blotting was used to detect the expression changes of related downstream molecules in the MAPK signaling pathway after CBL0137 (0.5–2.0 μM) treatment, including ERK1/2, p38 MAPK, p-p38 MAPK, GSK3β, and their phosphorylated forms. **D** B-NHL cells were pretreated with 10 μM U0126 or 10 μM LY294002 for 2 h followed by exposed to 2.0 μM CBL0137 for 24 h, respectively. Western blotting was used to detect the expression of apoptotic and autophagic marker proteins, and GAPDH was used as an internal control. **E** The expression level of cleaved PARP and the conversion of LC3 were analyzed by western blotting when 10 μM U0126 and 10 μM LY294002 were used together. **F** B-NHL cells were treated with 2.0 μM CBL0137 from 0 to 24 h. Western blotting was used to analyze the expression of key molecules involved in apoptosis and autophagy, as well as changes in the phosphorylation status of PI3K, Akt, mTOR, and ERK1/2. **G** B-NHL cells were treated with CBL0137 or in combination with NAC. The expression of p-PI3K, p-AKT, p-mTOR, and p-ERK1/2 was detected by western blotting in B-NHL cells

To investigate whether CBL0137-induced apoptosis and autophagy are associated with the PI3K/Akt/mTOR and MAPK signaling pathways, we exposed cells to LY294002 (a PI3K/Akt inhibitor) and U0126 (an ERK inhibitor) for 2 h and then treated them with or without 2.0 μM CBL0137 for 24 h. As shown in Fig. 4D, U0126 alone or in combination with CBL0137 significantly inhibited the phosphorylation level of ERK1/2 in B-NHL cells, indicating that U0126 could effectively target ERK1/2 expression in B-NHL cells. LY294002 strongly blocked mTOR phosphorylation in the presence of CBL0137. Meanwhile, we observed that in the presence of both a pathway inhibitor (U0126 or LY294002) and CBL0137, compared with CBL0137 alone, the expression of cleaved PARP increased more significantly in Jeko-1 cells, Bcl-xL expression decreased more significantly in SU-DHL-4 and Farage cells, and p62 consumption and LC3 conversion were more significantly in SU-DHL-4, Farage, and Jeko-1 cells. Based on these results, we further investigated the changes in apoptosis and autophagy of B-NHL cells after simultaneously blocking PI3K and MAPK pathways. Surprisingly, in all four B-NHL cell lines, we observed that CBL0137 combined with pathways double inhibition induced more significant apoptosis and autophagy than CBL0137 alone (Fig. 4E). In addition, to further elucidate the order in which the molecular effects occur, we conducted detailed time-course experiments from 0 to 24 h. Our results showed that a significant reduction in ERK1/2 phosphorylation was observed as early as 1 h during CBL0137 treatment. The phosphorylation status of PI3K decreased from 1 h after treatment, and the phosphorylation status of its downstream molecules Akt and mTOR decreased almost simultaneously or sequentially. Importantly, obvious apoptosis-specific PARP cleavage was not observed until 3 h of CBL0137 treatment, followed by induction of the conversion of LC3I to autophagosome-associated LC3II from 12 to 24 h (Fig. 4F). These results indicate that CBL0137-induced inhibition of the PI3K/Akt/mTOR and MAPK pathways occurs before apoptosis and autophagy. In conclusion, CBL0137-induced apoptosis and autophagy of B-NHL cells are mediated by inhibiting the PI3K/Akt/mTOR and MAPK signaling pathways.

Next, we evaluated the effects of ROS generation on the PI3K/Akt/mTOR and MAPK pathways. The results showed that compared with CBL0137 treatment alone, the combined treatment with CBL0137 and NAC increased the phosphorylation of mTOR in SU-DHL-4 cell line, reversing the phosphorylation inhibitory effect induced by CBL0137 treatment alone. The reversal of p-ERK1/2 was observed in all three B-NHL cell lines (Fig. 4G). In summary, CBL0137 induces apoptosis and autophagy in B-NHL cells through the ROS-mediated inhibition of the PI3K/Akt/mTOR and MAPK signaling pathways.

### CBL0137 targets NOTCH signaling in B-NHL cells

Previous studies have reported that the FACT inhibitor CBL0137 mediates small-cell lung cancer (SCLC) cell death by targeting NOTCH1 [16]. The RNA-seq results of the three B-NHL cell lines treated with CBL0137 showed that only SU-DHL-4 cells were significantly enriched in the NOTCH pathway (Fig. 4A). 

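In SU-DHL-4 cells, the 50 tested genes of a list of 53 NOTCH genes had an NES of 1.45 in CBL0137-treated against control cells (FDR 0.0357), in Raji 41 tested genes had 1.46 (FDR 0.0984) and in Jeko-1 50 tested genes had 1.59 (FDR 0.0122). Among the DEGs were 7 of 50 NOTCH genes in SU-DHL-4 (odds ratio 1.37, one-sided Fisher's exact test, p = 0.277, Benjamini-Hochberg adjusted 0.831), 5 of 41 in Raji (odds ratio 1.08, exact p = 0.505, adjusted 0.611) and 14 of 50 in Jeko-1 (odds ratio 1.75, exact p = 0.0584, adjusted 0.156). Counting only DEGs that were higher in treated cells gave 13 of 50 in Jeko-1 (odds ratio 2.42, exact p = 0.00829). The median log2 fold change of the NOTCH genes was 0.44 in SU-DHL-4, 0.45 in Raji and 0.62 in Jeko-1, and 41 of 50, 34 of 41 and 39 of 50 genes were higher. The limma camera adjusted p of this shift was 0.0692, 0.0441 and 0.0249 (unadjusted 0.0326, 0.0233 and 0.0102, and with the replicate number as a block 0.0269, 0.0179 and 0.0120). With the inter-gene correlation estimated from the libraries, the unadjusted p was 0.242, 0.119 and 0.0351. After a correction for GC content and gene length it was 0.144, 0.0398 and 0.0225.
Whether the lines differed in this response was tested directly, as the difference between their treatment effects over all 18 libraries. The shift of the NOTCH genes did not differ between SU-DHL-4 and Raji (limma camera adjusted p = 0.953, nominally larger in SU-DHL-4) or between SU-DHL-4 and Jeko-1 (adjusted p = 0.428, nominally larger in Jeko-1). Unadjusted, the latter was 0.297, and with the replicate number of each line as a block the unadjusted p was 0.860, with the nominally larger shift now in Raji, and 0.276. At least 10 fragments in every library moved the comparison with Raji most, to an unadjusted p of 0.0336 over 34 genes, with the larger rise in Raji. The 12 genes of Fig. S5A, which the paper shows for SU-DHL-4, rose more in SU-DHL-4 than in Raji (limma camera adjusted p = 0.00814, unadjusted 0.00317, with the block 0.00429), while the comparison with Jeko-1 gave an adjusted p = 0.798 (unadjusted 0.643, with the block 0.573). Of 100 drawn regroupings of the libraries, 19 gave a difference from Raji as large, and at least 10 fragments in every library left 2 of these genes and an unadjusted p of 0.149. Of the 12 genes, 6 were above the limit on FPKM in Raji. With the same-numbered libraries of SU-DHL-4 deviating together most for replicates 1 and 3 (correlations across genes of 0.305 and 0.447) and least for replicate 2 (0.0862), the block moved none of these comparisons across the threshold of 0.05. DLL4 rose by 1.95 and RFNG by 1.92 on the log2 scale in Jeko-1, while DTX1 had a log2 fold change of −1.78 there. The NOTCH genes with the smallest p in SU-DHL-4 were DLL3 (2.18), NOTCH4 (1.55) and DLL4.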

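NOTCH1 (chromosome 9, 139388885 to 139440500) had 3.41 ± 0.518 FPKM (SD, n = 3) in control and 7.42 ± 0.840 in CBL0137-treated SU-DHL-4 cells, a log2 fold change of 0.94 (standard error 0.10, limma adjusted p = 3.92e-05). HES1 (chromosome 3, 193853937 to 193856521) rose from 0.371 ± 0.0532 to 1.21 ± 0.30 FPKM (SD, n = 3), a log2 fold change of 0.68 (standard error 0.09, limma adjusted p = 0.000149), on 9 to 45 fragments per library. CDKN1A, which encodes p21 (chromosome 6, 36644237 to 36655114), rose from 3.70 ± 0.411 to 17.4 ± 0.345 FPKM (SD, n = 3), a log2 fold change of 1.97 (standard error 0.07, limma adjusted p = 6.11e-08). With the replicate number as a block, the limma adjusted p was 1.22e-06 for NOTCH1, 8.71e-05 for HES1 and 7.50e-08 for CDKN1A. Under median-ratio scaling the log2 fold changes were 0.69, 0.56 and 1.71. Without each library in turn, that of NOTCH1 stayed between 0.84 and 1.01, that of HES1 between 0.57 and 0.76 and that of CDKN1A between 1.91 and 2.03. Of the 12 genes of Fig. S5A, 4 were DEGs: CDKN1A, LFNG (1.35), DLL4 (1.11) and DTX3 (1.05). DLL1 (0.88), HEY1 (0.80), PSEN2 (0.79), JAG1 (0.62), PTCRA (0.44) and MAML2 (0.19) also rose, with every treated library above every control library, and the highest limma adjusted p among them was that of MAML2 (0.00933, with the block 0.0186). All 12 genes were higher in treated cells, with a median log2 fold change of 0.84, with the exception of MAML2 under quantile scaling, where it had −0.05. The shift of the 12 genes gave a limma camera adjusted p = 0.00466 (unadjusted 0.00164, with the block 0.00386), but the paper shows these genes as upregulated from the same libraries, so this p is no independent test of their rise. DLL1 and PTCRA had at most 2 fragments in any control library, so the size of their fold changes is uncertain. PSEN2 and DLL4 had 1 and 2 fragments in their lowest control library.

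**Figure D2:**
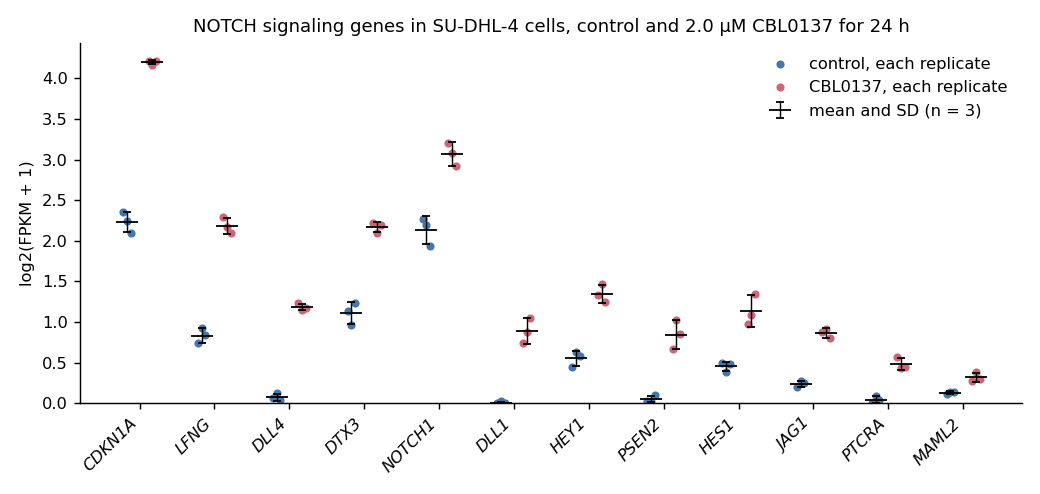
Expression, as log2(FPKM + 1), of the 12 NOTCH signaling genes of Fig. S5A in SU-DHL-4 cells, untreated (control) or treated with 2.0 μM CBL0137 for 24 h; points are replicates, and black bars with whiskers are the mean and SD (n = 3). For every gene the 3 treated replicates lie above the 3 control replicates, while under quantile scaling the mean change of MAML2 was −0.05.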

Many genes associated with the NOTCH signaling pathway were upregulated, such as NOTCH1, HES1, and p21 (Additional file 1: Fig. S5A).

Furthermore, western blotting showed that NOTCH1 was activated and that the expression of SP3 (negative regulator) decreased gradually with CBL0137 treatment (Additional file 1: Fig. S5B). Subsequently, the qRT‒PCR results showed that the mRNA expression levels of *NOTCH1*, *HEY1*, *HES1*, *p21*, and *PUMA* in four B-NHL cell lines were increased to varying degrees after treatment with CBL0137 (Additional file 1: Fig. S5C–E). These results indicate that CBL0137 could effectively target NOTCH signaling molecules in B-NHL and significantly activate NOTCH1 expression.

### CBL0137 in combination with rituximab enhances B-NHL cell death by promoting apoptosis and autophagy

Rituximab is usually used to treat B-NHL patients either alone or in combination with chemotherapy as part of initial therapy or a second-line regimen. It has been reported that rituximab induces apoptosis in lymphoma cells by inhibiting various antiapoptotic constitutively activated signaling pathways, such as NF-κB, p38 MAPK, ERK1/2, AKT, Bcl-2, and Bcl-xL [43]. Therefore, to determine whether CBL0137 increases the sensitivity of B-NHL to rituximab, we treated B-NHL cells with 0.5, 1.0, 1.5, and 2.0 μM CBL0137 alone or in combination with 10, 20, 30, 40 μg/mL rituximab for 24 h. The overall conclusions about synergy, additivity, or antagonism for a drug combination between CBL0137 and rituximab are based on Bliss independence models (Fig. 5A). The CBL0137/rituximab drug pair yields summary synergy scores of 2.873 (SU-DHL-4), 2.089 (Farage), and 6.631 (Raji), indicating an overall additive effect on inhibiting B-NHL cell growth. The synergy score is from − 10 to 10: the interaction between two drugs is considered additive [44]. A cytotoxicity assay was performed to further verify the enhancement effect of the combination of the two drugs on tumor cell death in vitro. Increased LDH release was observed by the LDH release assay in B-NHL cells treated with CBL0137 or rituximab, and LDH release was more significant in the combination group (Fig. 5B), indicating that the combination treatment significantly increased the cell death effect. The percentage of early and late apoptotic cells in the combination treatment group (78.70%) was significantly higher than that of either 1.0 μM CBL0137 (37.00%) or rituximab (33.60%) in SU-DHL-4 cells (Fig. 5C). Further western blotting showed that cleaved caspase-3, cleaved-PARP, and Bax expression levels were higher in the combination groups than in the monotherapy groups, and the expression levels of Bcl-2 and Bcl-xL were decreased to varying degrees (Fig. 5D). Evidence suggests that rituximab-containing antibody‒drug conjugates (ADCs) induce effective antitumor efficacy by activating autophagy in ADC-based B-NHL therapy [45]. Our results found that although LC3 transformation was not obvious in the rituximab-treated groups, a more significant accumulation of LC3II was observed in the combination groups than in the CBL0137-treated groups. It was also proven that p62 consumption was more significant in the combination groups (Fig. 5E). All the above results suggest that CBL0137 combined with rituximab exerts a more significant antitumor effect in B-NHL cells by enhancing apoptosis and autophagy.

**Fig. 5:**
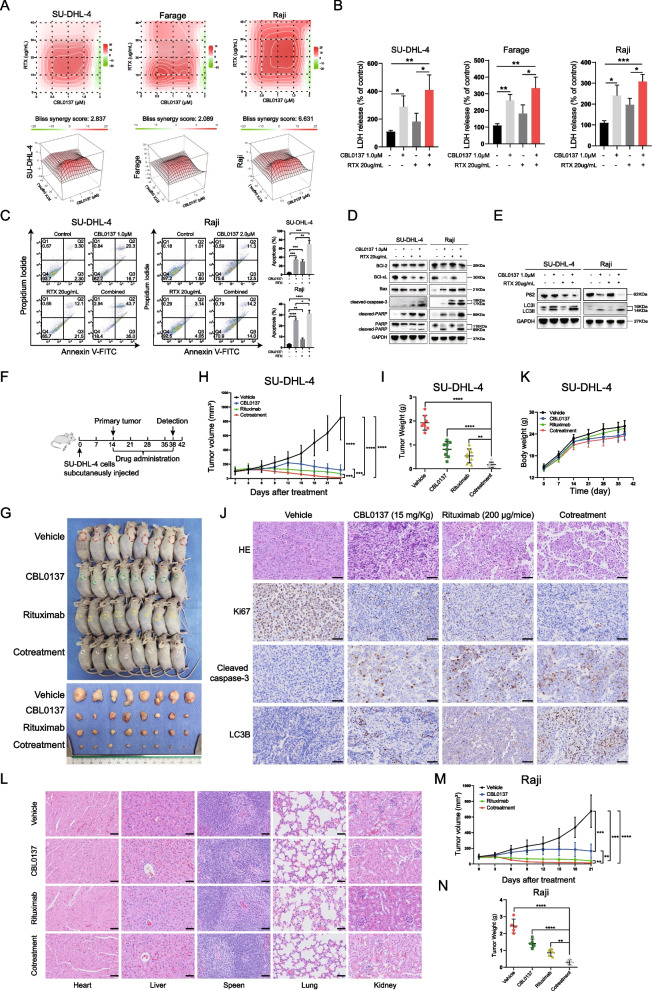
The combination of CBL0137 and rituximab exerted enhanced effects on B-NHL tumors in vitro and in vivo. **A** The synergy scores of CBL0137 and rituximab were calculated using the Bliss analysis. The concentration gradients of CBL0137 were 0.5, 1.0, 1.5, and 2.0 μM, and the concentration gradients of rituximab were 10, 20, 30, and 40 μg/mL. The combination responses of the two drugs were observed through the dose–response matrix. The 2D and 3D synergy maps above and below highlighted synergistic and antagonistic dose regions in red and green color respectively and showed the summary synergy scores of two drug combinations in three B-NHL cell lines. **B** LDH release assay of B-NHL cells treated with the indicated concentration of CBL0137 or rituximab and the combination of the two drugs for 24 h. **C** The Annexin V-FITC/PI staining results were shown on the left, which was that CBL0137 combined with rituximab has enhanced apoptotic effects on SU-DHL-4 and Raji cells. Statistical results of apoptosis assay were shown on the right, representing three independent experiments. (*P < 0.05, **P < 0.01, ***P < 0.001, Student’s t-test). **D**, **E** Representative western blotting results of B-NHL cells treated with the single or combination treatment for 24 h to determine changes in apoptosis-related proteins **D** and autophagy-related proteins **E** expression. **F** Experimental protocol of xenograft model of DLBCL. **G** SU-DHL-4 cells were subcutaneously implanted into male nude mice, and the mice were sacrificed after the treatment. The mice and their corresponding xenograft tumor specimens were photographed with a high-definition digital camera. **H** Tumor volume was measured every three days and tumor growth curves were plotted. ***P < 0.001, ****P < 0.0001. **I** Tumor weight in each group was measured and presented at the end of treatment. **P < 0.01, ***P < 0.001, ****P < 0.0001. **J** The body weight of mice in four groups (n = 8) was recorded weekly. **K** Histological examination of vital organs was performed by H&E staining. Scale bars = 50 μm. **L** Representative immunohistochemical images of Ki67, cleaved caspase-3, and LC3B were performed in the four groups of tumor samples. Scale bars = 50 μm. **M**, **N** Establishment of BL xenograft tumors. Raji cells were subcutaneously implanted into female nude mice, and the mice were sacrificed after the treatment. **M** Quantified results of tumor volume. **N** Quantified results of tumor weight

### CBL0137 and rituximab have enhanced antitumor effects in B-NHL models

To further validate the antitumor effects in vivo, two tumor-bearing xenografts of B-NHL subtypes were constructed (Fig. 5F). We found that treatment with CBL0137 or rituximab alone significantly reduced DLBCL tumor volumes and tumor weight compared with those of the vehicle group, but the combination with both CBL0137 and rituximab showed a maximum inhibitory effect on tumor growth (Fig. 5G–I). To further elucidate the mechanisms of the antitumor effects in vivo, we performed immunohistochemical analyses of tumor tissues. As shown in Fig. 5J, compared with the other groups, the cotreatment group demonstrated an increase in the tumor tissue necrotic area, as well as the most significantly decreased Ki67 expression level and the most significant increase in cleaved caspase-3 and LC3B expression. During the whole experiment, the body weight of the mice increased steadily in each group, and no significant difference was observed (Fig. 5K). H&E staining showed no evident damage to the major organs (heart, liver, spleen, lung, and kidney) of mice treated with CBL0137 and/or rituximab (Fig. 5L). On the other hand, the established BL model obtained similar results (Fig. 5M, N and Additional file 1: Fig. S6). Thus, CBL0137 combined with rituximab exhibited significant enhancement of the antitumor effects by inducing apoptosis and autophagy in vivo.

## Discussion

Chemoimmunotherapy is the standard for first- and second-line treatment in aggressive B-NHL patients. High-dose chemotherapy plus ASCT did not improve outcomes in patients with high-risk aggressive B-cell lymphoma and showed significant toxicity, according to the results of a new phase 3 trial with 10 years of follow-up [46]. Therefore, there is an urgent need to identify safer and cancer-selective multimodal therapies for aggressive B-NHL patients. Herein, we report on a novel combination of the anticancer drug CBL0137 and rituximab, focusing on the unique antitumor efficacy and mechanism of CBL0137 in multiple types of B-NHL cells.

CBL0137, as a second-generation curaxin, has been reported to have antitumor activity in many types of cancer, with high efficacy and minimal side effects [47, 48]. This study is the first to report the efficacy of CBL0137 in lymphoma and provides preclinical evidence of a novel combinatorial therapy with rituximab. CBL0137 exerts antitumor effects by targeting the FACT complex, disrupting DNA damage repair, and promoting chromatin depolymerization [49, 50]. The two subunits of the FACT complex, namely, SSRP1 and SUPT16H, interact and regulate each other [15]. FACT overexpression in multiple types of tumors is associated with poor prognosis [9, 11–13, 15]. Therefore, targeting FACT is an attractive target for cancer therapy. In this research, we demonstrated that FACT is a potential therapeutic target for B-NHL, and both SSRP1 and SUPT16H are significantly overexpressed in DLBCL tumor tissues and are closely related. Mechanistically, our data further showed that CBL0137 has tumor-suppressive effects in B-NHL cells by inhibiting the NF-κB pathway, activating the p53 pathway, and inducing chromatin trapping of FACT (Additional file 1: Fig. S1), which is the classical antitumor mechanism of CBL0137.

CBL0137 can also inhibit SCLC cell growth by activating NOTCH1 signaling [13]. Multiple studies have shown that changes in NOTCH signaling are closely related to the development of lymphoma. Targeting NOTCH signaling can not only improve lymphoma treatment but can also prevent lymphoma-to-myeloid tumor conversion [51–54]. It was pleasantly surprised to find in our study that CBL0137 induces NOTCH pathway activation and changes in transcription, proliferation, and cycle-related target genes in B-NHL cells (Additional file 1: Fig. S5). Therefore, we hypothesized that CBL0137 might mediate B-NHL cell death by targeting the NOTCH pathway and its target genes.

Dysregulation of the cell cycle and intense proliferation are essential characteristics of malignant tumor cells. We found a significant increase in the number of B-NHL cells in S phase after treatment with CBL0137. From a molecular perspective, CDKs and cyclins play an important role in controlling cell cycle progression [55]. Evidence suggests that cyclins could interact with the CDK family and sequentially induce upregulation and downregulation expression changes, thereby significantly increasing the percentage of cells in S phase [56–58]. Correspondingly, we found that cyclin A2, B1, and E1 were upregulated. In addition, cyclin D1, another indicator of S phase arrest, which is inhibited only in the S phase [59], was also consistent with our results. Moreover, we also found that the expression levels of cell cycle-related regulatory genes (cyclin A2, cyclin B1, cyclin D1, cyclin E1, CDK1, and CDK2) were regulated by upregulating the p53/p21 genes and reducing c-MYC. Collectively, our results confirmed that S phase arrest in B-NHL cells is mainly driven by a synergistic mechanism, which sequentially changes the expression of CDKs and cyclins by modulating the c-MYC/p53/p21 pathway (Fig. 1D, E).

Apoptosis and autophagy are the two main mechanisms leading to programmed cell death. Unlike apoptosis, the role of autophagy in cancer is complex [30, 60]. Under certain stress conditions, upregulation of autophagy may lead to cell death. Along with the selective degradation of cellular components, autophagy also provides a cell-survival pathway by recycling selective intracellular organelles and proteins [61]. Previous reports have shown that apoptosis and autophagy can collectively trigger cell death through synergistic, complementary, or alternative mechanisms [31]. Inhibition of autophagy could enhance apoptosis in oral cancer cells [62], and autophagy promotes apoptosis in acute myeloid leukemia cells [23]. In our present study, we demonstrated that CBL0137 causes cell death mainly through the induction of apoptosis, accompanied by the generation of autophagy. Further inhibition of autophagy promoted CBL0137-induced cell death (Fig. 2D–G), suggesting that CBL0137 promotes a survival feedback loop by inducing autophagy. Moreover, some evidence has demonstrated that ROS can induce apoptosis and/or activate autophagy, depending on the cellular components [35, 36]. It is worth noting in our study that CBL0137 increased the generation of ROS. In addition, the ROS inhibitor NAC significantly inhibited apoptosis and autophagy, further suggesting that CBL0137 induced ROS generation, which contributed to cell death (Fig. 3). Furthermore, apoptosis and autophagy share many signaling pathways, such as the PI3K/Akt/mTOR and MAPK signaling pathways [39, 40, 42]. However, the molecular mechanisms of ROS-mediated apoptosis and autophagy with CBL0137 treatment are still not clear. Therefore, we used pathway inhibitors, such as LY294002 and U0126, to further confirm the related signaling pathways (Fig. 4). Hence, these results indicated that CBL0137 induces ROS-mediated apoptosis and autophagy by triggering the PI3K/Akt/mTOR and MAPK signaling pathways.

Based on our results, we found that CBL0137 exerts multiple antitumor effects in aggressive B-NHL tumors. Mechanistically, we proposed a model in which CBL0137 could induce cell cycle arrest by regulating the c-MYC/p53/p21 pathway and inhibiting NF-κB transcription of FACT, resulting in direct inhibition of cancer cell growth. Most importantly, CBL0137 could also induce cell apoptosis and protective autophagy through caspase-dependent pathways and depended on the ROS-mediated PI3K/Akt/mTOR and MAPK pathways. A parallel pathway boosts an enhanced response against B-NHL tumor progression. These anticancer mechanisms are interconnected, ultimately resulting in tumor cell death. Our study found that CBL0137 could induce cell cycle arrest by inhibiting c-MYC and FACT expression. Consistently, a study indicated that MYC expression was significantly suppressed after FACT subunit knockout to maintain the latency of Epstein‒Barr virus (EBV)-infected Burkitt lymphoma (BL) [63]. When FACT was silenced, c-MYC expression was reduced, and tumor cells were prevented from re-entering the cell cycle [64]. Moreover, the use of CBL0137 inhibited the FACT/MYC positive feedback loop and increased apoptosis in neuroblastoma tumors [11]. These results strongly suggest that FACT-driven MYC expression is a druggable target in malignant tumors. In addition, CBL0137 induces apoptosis and autophagy in human B-NHL cells via the ROS-mediated PI3K/Akt/mTOR and MAPK signaling pathways, which is the main mechanism of its antitumor effect and the first reported mechanism thus far. Inhibition of autophagy with chloroquine enhanced the ability of tumor cells to undergo apoptosis in the MYC-induced model of lymphoma [65], and this protective autophagy ability is also reflected in our results. Another study proposed that c-MYC inhibition sensitizes acute lymphoblastic leukemia (ALL) to chemotherapy by altering caspase-3-dependent apoptosis and autophagy by targeting the PI3K pathway [66]. Recently, some researchers have also proposed that inhibition of FACT subunits by SSRP1 silencing enhanced apoptosis of cancer cells upon cisplatin treatment [67–70]. Our study also found that NOTCH1 was activated as a tumor suppressor after treatment with CBL0137. It is now widely recognized that the MYC transcription factor is a dominant oncogenic driver in a majority of human T-ALL and is often activated downstream of NOTCH1 [71], and targeting the NOTCH/MYC pathway can lead to cell death by increasing the apoptosis of tumor cells. In summary, the anticancer mechanisms of CBL0137 that we have shown are interrelated.

To our knowledge, we are the first group to demonstrate that CBL0137 enhances rituximab antitumor activity in vitro and in vivo (Fig. 5). Based on in vitro data, the mouse model further strongly proved the significant efficacy of the cotreatment therapy. Importantly, using in vivo xenograft models, we demonstrated that while rituximab or CBL0137 treatment alone had a moderate effect on the suppression of B-NHL, the combination of rituximab and CBL0137 significantly suppressed B-NHL growth in vivo. Further immunohistochemical assays showed that the expression levels of cleaved caspase-3 and LC3 were significantly upregulated after CBL0137 treatment, providing evidence that CBL0137 inhibited B-NHL tumor growth by cell apoptosis and autophagy in a xenograft model.

## Conclusions

In conclusion, we report that CBL0137 induces apoptosis and autophagy in human B-NHL cells via the ROS-mediated PI3K/Akt/mTOR and MAPK signaling pathways and reveals a significant enhancing effect with the combination of rituximab. This work provides credible preclinical evidence for pending and ongoing clinical trials of CBL0137. Furthermore, this new combination therapy may provide more options for the treatment of aggressive B-NHL patients in the future.

## Supplementary Information

**Additional file 1:** Supplementary Materials and Methods. **Fig. S1**. CBL0137 exerts antitumor activity by inhibiting FACT function and regulating p53 and NF-κB activity. **Fig. S2**. CBL0137 induces S phase cell cycle arrest and apoptosis in B-NHL cells. **Fig. S3**. CBL0137 induces autophagy in human B-NHL cells. **Fig. S4**. Differentially expressed genes (DEGs) were analyzed in SU-DHL-4, Raji, and Jeko-1 cell. **Fig. S5**. CBL0137 targets NOTCH signaling in B-NHL cells. **Fig. S6**. CBL0137 showed enhanced effects with rituximab in inhibiting the growth of BL xenograft tumors in vivo. **Table S1**. Source and identifier of reagents used in this study. **Table S2**. Source and identifier of antibodies used in this study. **Table S3**. The primers sequences for qRT-PCR in this study.

## Data Availability

The RNA-seq datasets supporting the conclusions of this article are available in the Gene Expression Omnibus (GEO) with Accession No. GSE208679 (http://www.ncbi.nlm.nih.gov/geo/).

## Abbreviations

B-NHL: B-cell non-Hodgkin’s lymphoma
DLBCL: Diffuse large B-cell lymphoma
BL: Burkitt lymphoma
MCL: Mantle cell lymphoma
ROS: Reactive oxygen species
SSRP1: Structure-specific recognition protein 1
SPT16: Suppressor of Ty-16
FACT: Facilitates chromatin transcription
TEM: Transmission electron microscopy
CDK: Cyclin-dependent kinase
MMP: Mitochondria membrane potential

# Supplementary material for: The FACT-targeted drug CBL0137 enhances the effects of rituximab to inhibit B-cell non-Hodgkin’s lymphoma tumor growth by promoting apoptosis and autophagy
**Source:** Cell Commun Signal. 2023 Jan 23;21:16. doi: 10.1186/s12964-022-01031-x
**Supplement:** Supplementary file 2 — Additional file 1: Supplementary Materials and Methods. Fig. S1. CBL0137 exerts antitumor activity by inhibiting FACT function and regulating p53 and NF-κB activity. Fig. S2. CBL0137 induces S phase cell cycle arrest and apoptosis in B-NHL cells. Fig. S3. CBL0137 induces autophagy in human B-NHL cells. Fig. S4. Differentially expressed genes (DEGs) were analyzed in SU-DHL-4, Raji, and Jeko-1 cell. Fig. S5. CBL0137 targets NOTCH signaling in B-NHL cells. Fig. S6. CBL0137 showed enhanced effects with rituximab in inhibiting the growth of BL xenograft tumors in vivo. Table S1. Source and identifier of reagents used in this study. Table S2. Source and identifier of antibodies used in this study. Table S3. The primers sequences for qRT-PCR in this study.

Supplementary Materials for

**The FACT-targeted drug CBL0137 enhances the effects of rituximab to inhibit B-cell non-Hodgkin's lymphoma tumor growth by promoting apoptosis and autophagy**

Yan Lv<sup>1,4</sup>, Yuxin Du<sup>1,4\*</sup>, Kening Li<sup>2</sup>, Xiao Ma<sup>3</sup>, Juan Wang<sup>1</sup>, Tongde Du<sup>1</sup>, Yuxin Ma<sup>1</sup>, Yue Teng<sup>1</sup>, Weiyan

Tang<sup>1</sup>, Rong Ma<sup>1</sup>, Jianqiu Wu<sup>1</sup>, Jianzhong Wu<sup>1</sup>, Jifeng Feng<sup>1\*</sup>

**The PDF file includes:**

- Supplementary Materials and Methods
- Fig. S1. CBL0137 exerts antitumor activity by inhibiting FACT function and regulating p53 and NF-κB activity.
- Fig. S2. CBL0137 induces S phase cell cycle arrest and apoptosis in B-NHL cells.
- Fig. S3. CBL0137 induces autophagy in human B-NHL cells.
- Fig. S4. Differentially expressed genes (DEGs) were analyzed in SU-DHL-4, Raji, and Jeko-1 cell.
- Fig. S5. CBL0137 targets NOTCH signaling in B-NHL cells.
- Fig. S6. CBL0137 showed enhanced effects with rituximab in inhibiting the growth of BL xenograft tumors *in vivo*.
- Supplementary figure legends
- Table S1. Source and identifier of reagents used in this study.
- Table S2. Source and identifier of antibodies used in this study.
- Table S3. The primers sequences for qRT-PCR in this study.

## Supplementary Materials and Methods

### Reagents and antibodies

Reagents and antibodies are detailed in **Table S1** and **Table S2**. For *in vitro* experiments, a stock solution of CBL0137, NAC, CQ, U0126, and LY294002 were prepared in 100% DMSO, stored at -80 °C, and further diluted in RPMI-1640 to the indicated concentrations. Vehicle-treated controls contained a final *in vitro* DMSO concentration of 0.1%. Furthermore, Rituximab was diluted in normal saline, while CBL0137 was prepared in double-distilled water, for use in the *in vivo* experiments.

### Cell proliferation assay

SU-DHL-4, Farage, Raji, and Jeko-1 cells ( $1\sim2 \times 10^4$  cells/well) were seeded in 96-well plates and then treated with CBL0137 at various concentrations for 24 h, 48 h, or 72h. Totally 10% CCK-8 solution was added to each well and incubated for 1 h. The absorbance was measured at 450nm with a microplate reader. The mean value of optical density of four wells was taken to calculate cell viability by the following formula: Cell viability (%) =  $(OD_{(treatment\ group)} - OD_{(blank\ group)}) / (OD_{(control\ group)} - OD_{(blank\ group)}) \times 100\%$ . Thus, growth inhibition was calculated by the following formula: (100%-cell viability). The IC<sub>50</sub> values were calculated using GraphPad Prism 8.0 software.

Formal synergy assays of CBL0137 and rituximab were performed using Bliss analysis. The concentration gradients of CBL0137 were 0.5, 1.0, 1.5, and 2.0  $\mu$ M, and the concentration gradients of rituximab were 10, 20, 30, and 40  $\mu$ g/mL. The combination responses of the two drugs were observed through the dose-response matrix. Interactive analysis and visualization of two-drug combination screening data using SynergyFinder

application [1]. The summary synergy scores were used to evaluate the interaction between the two drugs. Less than -10 represents antagonistic effect, from -10 to 10 represents additive effect, and larger than 10 represents synergistic effect.

### **Analysis of reactive oxygen species (ROS) and mitochondrial membrane ( $\Delta\psi$ m) levels by flow cytometry in B-NHL cells**

Intracellular ROS was determined by the Reactive Oxygen Species Assay Kit (Solarbio, China). Cells were seeded in six-well plates overnight and exposed to indicated concentrations of CBL0137, with or without NAC (2.5 mM) for 24 h. Cells were collected and resuspended in a serum-free medium containing 10  $\mu$ M DCFH-DA ROS probes. DCF fluorescence intensity was then detected by flow cytometry.

The mitochondrial membrane potential ( $\Delta\psi$ m) was determined using a JC-1 Staining Dye Assay Kit (Solarbio, China) according to the manufacturer's instructions. Briefly, cells after treatment with CBL0137 (1.0  $\mu$ M or 2.0  $\mu$ M) for 24 h, stained with JC-1 working solution at 37 °C in the dark for 20 min, washed twice with JC-1 buffer solution, then resuspended again, and subsequently observed by fluorescence microscope and analyzed by flow cytometry. The decrease of the red/green fluorescence ratio indicated that mitochondrial membrane potential decreased, which could be used as an indicator of early apoptosis.

### **Preparation of cell extracts and western blotting analysis**

Total proteins from SU-DHL-4, Farage, Raji, and Jeko-1 cells after the drug treatment were lysed in ice-cold RIPA buffer (Thermo Fisher Scientific, USA) with protease and phosphorylase inhibitors (NCM Biotech, China) for 30min. Lysates were centrifuged at

12000rpm for 20min at 4 °C, and then collected the supernatant, which was the total protein. Cytoplasmic and nuclear proteins were prepared using a Nuclear and Cytoplasmic Protein Extraction Kit (Beyotime, China). The concentration of protein was quantified using the BCA Protein Assay Kit (Beyotime, China). Equal amounts of protein extracts were separated by 4%~20% gradient SDS-PAGE (GenScript ProBio, USA) and transferred to nitrocellulose membranes (Cytiva, Germany). The membranes were blocked in 5% non-fat milk at room temperature for 1 h and then incubated with specific primary antibodies at 4 °C overnight, and then incubated with horseradish peroxidase (HPR)-conjugated secondary antibodies (CST, USA) for 1 h. The protein bands were visualized by enhanced chemiluminescence (Millipore, USA) and analyzed using ImageJ software.

### **RNA extraction and real-time quantitative polymerase chain reaction (PCR)**

Total RNA was extracted using EZ-10 DNAaway RNA Mini-Preps Kit (Sangon Biotech, China). After quantification by spectrophotometry, the first-strand cDNA was synthesized from 1000 ng of total RNA using RNA Reverse PCR Kit (TaKaRa, Japan) and used as a template by 5-fold dilution. Three replicates were prepared for each group of samples. qRT-PCR was performed with the PowerUp SYBR Green Master Mix (Thermo Fisher Scientific, USA) according to the instructions. Relative gene expression was analyzed by the  $2^{-\Delta\Delta C_t}$  method with GAPDH RNA as endogenous control. The primers sequences for qRT-PCR are as shown in **Table S3**.

### **RNA sequencing**

RNA-seq was used to analyze gene expression profiles of SU-DHL-4, Raji, and Jeko-1 cells treated with CBL0137 (2.0  $\mu$ M) for 24 h and without treatment. Three biological

replicates were performed for each sample. The quality and quantity of each RNA were measured using an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). The RNA sequencing libraries were prepared using the TruSeq Stranded mRNA LTSample Prep Kit (Illumina, San Diego, CA, USA) according to the manufacturer's instructions. Then these libraries were sequenced by HiSeq 2500 and output 150 bp paired-end reads. Raw data were processed using Trimmomatic and obtain the clean reads. The clean reads were mapped to hg19 using hisat2. Fragments per kilobase per million reads sequenced (FPKM) and the read counts value of each transcript was calculated using bowtie 2 and express. 

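FPKM divides the fragments assigned to a transcript by its length and by the total of fragments of the library, so that values of long and short transcripts and of deeper and shallower libraries can be set side by side. How reads that match several transcripts were counted cannot be seen from the deposited values, which were whole multiples of a step for each gene, so genes with near-identical copies carry an uncertainty that the FPKM does not show. In the deposited table there is 1 value per gene and library, and the sum of FPKM per library ran from 351056 to 456092. A fall of the most abundant genes leaves a larger part of the total for the remaining genes, which FPKM does not correct.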

Different expressed genes (DEGs) were identified using the DESeq (2012) functions estimateSizeFactors and nbinomTest.

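In DESeq, estimateSizeFactors scales each library by the median of its ratios to a reference made from all libraries, and nbinomTest compares the scaled counts of 2 conditions under a negative binomial model whose spread is estimated over all genes. Both start from read counts, which the deposited table does not hold. With median ratios computed from its FPKM, the mean scaling factor was 0.901 in control and 1.11 in CBL0137-treated SU-DHL-4 libraries, 0.919 and 1.09 in Raji, and 0.905 and 1.11 in Jeko-1.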

### **Xenograft mice model of human B-NHL**

All experiments involving animals were approved by the Institutional Animal Care and Use Committee of Nanjing Medical University. Female and male BALB/c nude mice (4 weeks old) purchased from GemPharmatech. The mice were housed in barrier facilities with a 12-hour light-dark cycle, with food and water available ad libitum. SU-DHL-4 cells ( $3 \times 10^7$  cells/150  $\mu$ L serum-free 1640 medium) were subcutaneously inoculated into the flanks of male nude mice, and Raji cells ( $2 \times 10^7$  cells/150  $\mu$ L serum-free 1640 medium) were subcutaneously inoculated into the flanks of female nude mice. After the development of 5 mm diameter tumors, mice were randomly assigned to four groups (SU-DHL-4 inoculated group, n = 8; Raji inoculated group, n = 5): (1) vehicle control group, injected intraperitoneally with 0.9% normal saline (NS); (2) CBL0137-treated group, injected intraperitoneally with CBL0137 (15 mg/kg); (3) rituximab-treated group, injected

intraperitoneally with rituximab (200 µg/mice); (4) Co-treatment group, injected intraperitoneally with CBL0137 (15 mg/kg) and rituximab (200 µg/mice). Mice were dosed every three days and the effect of treatment was monitored by measuring tumor size every three days. The tumor diameter was measured with a vernier caliper and the tumor volume was calculated using the following formula:  $0.5 \times \text{length} \times \text{width}^2$ . The body weight of the mice was monitored weekly. Mice were sacrificed by cervical dislocation when the tumor reached 1,000 mm<sup>3</sup>. Tumor xenografts were then excised, weighted, stored, and fixed.

To test the toxicity of CBL0137 and rituximab *in vivo*, mice in each group were randomly selected for dissection after the mice were killed, and their heart, liver, spleen, lung, and kidney were stained with hematoxylin and eosin (H&E) to observe whether there were obvious abnormalities. Meanwhile, H&E, Ki67, cleaved caspase-3, and LC3B staining were performed on the tumor xenografts according to the manufacturer's instructions.

## References

1. Ianevski A, Giri AK, Aittokallio T. SynergyFinder 3.0: an interactive analysis and consensus interpretation of multi-drug synergies across multiple samples. *Nucleic Acids Res.* 2022.

Fig. S1

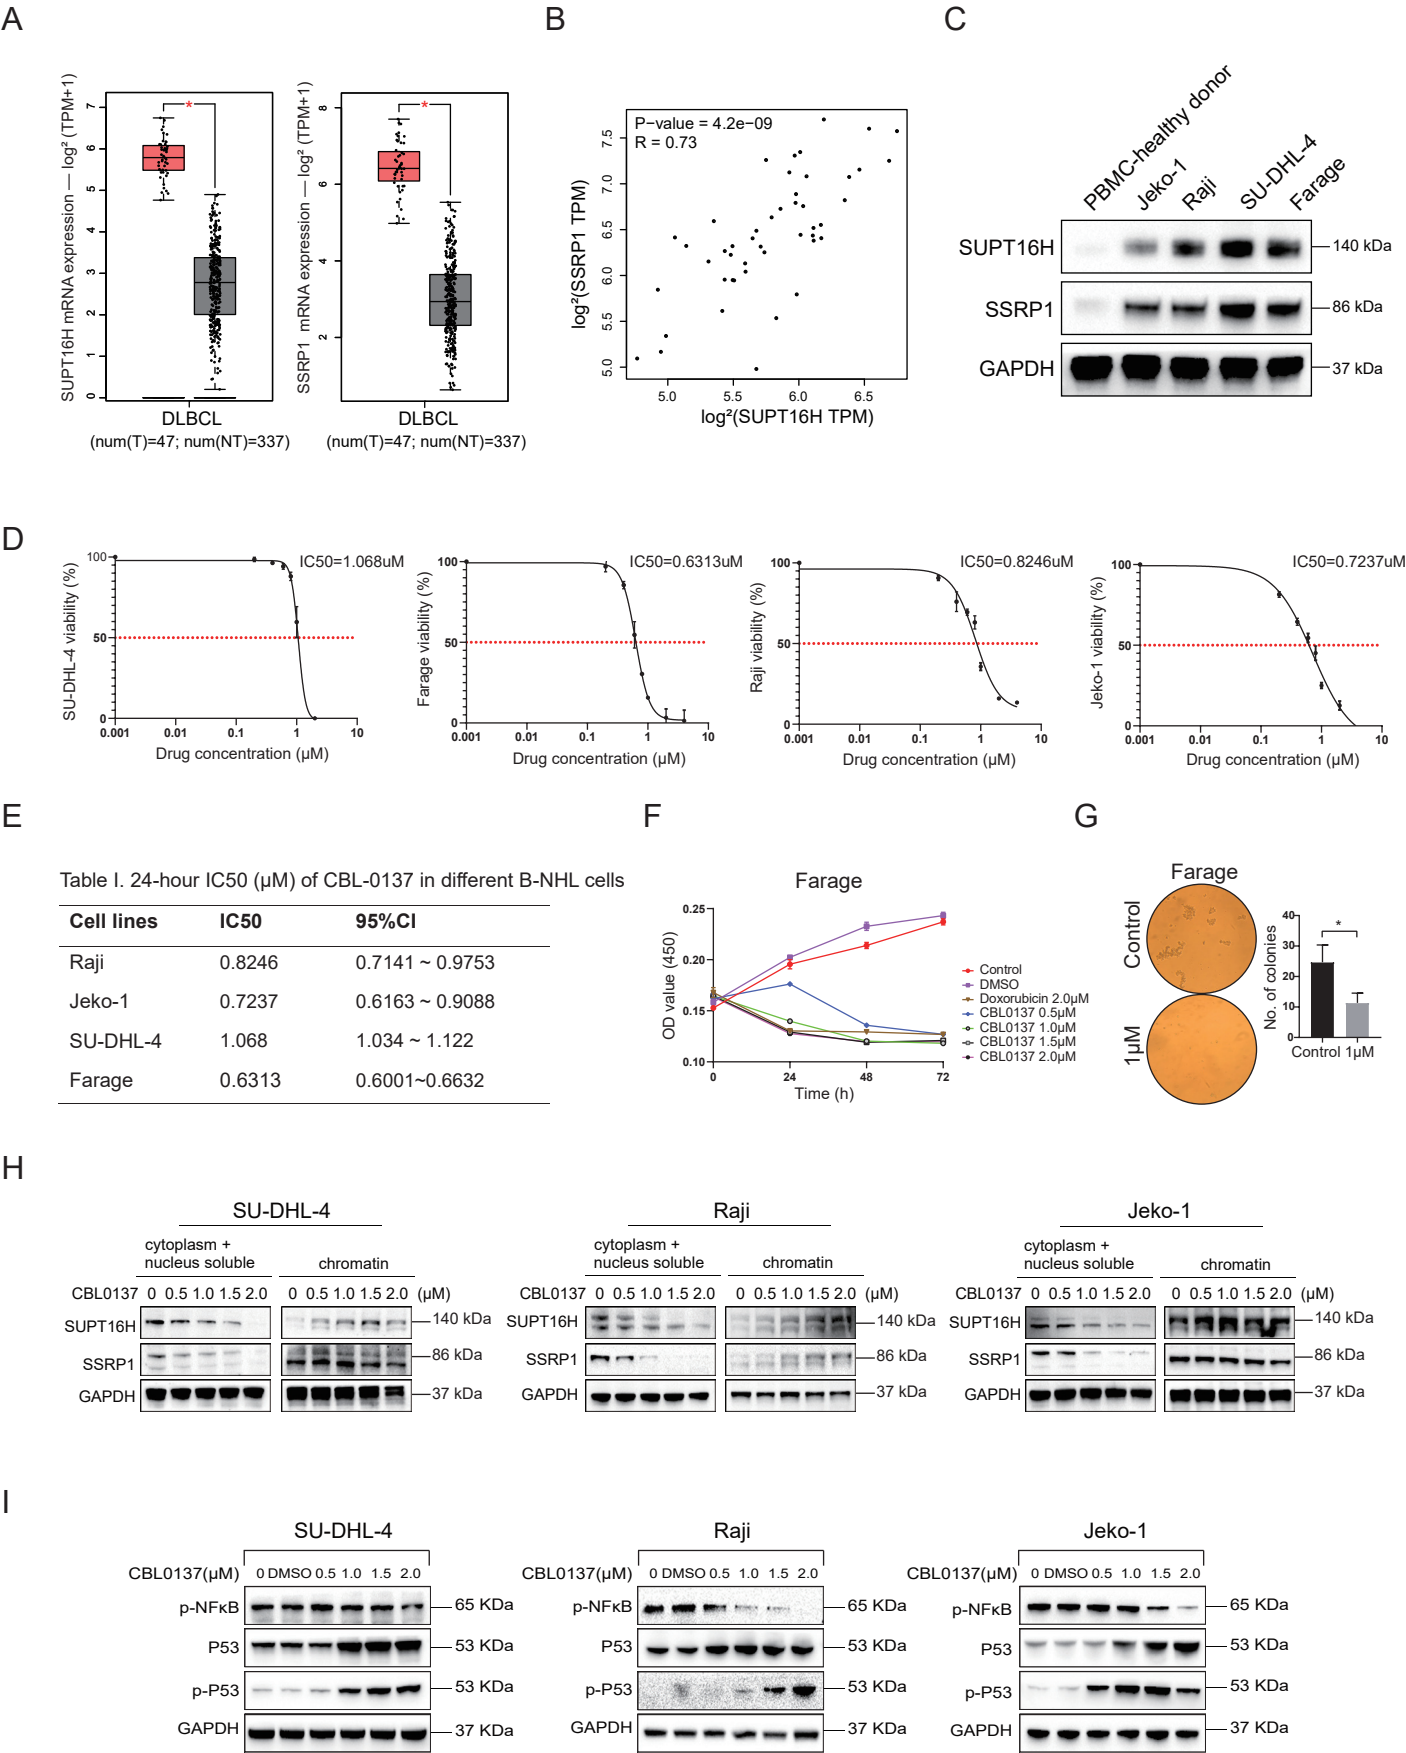

Fig. S2

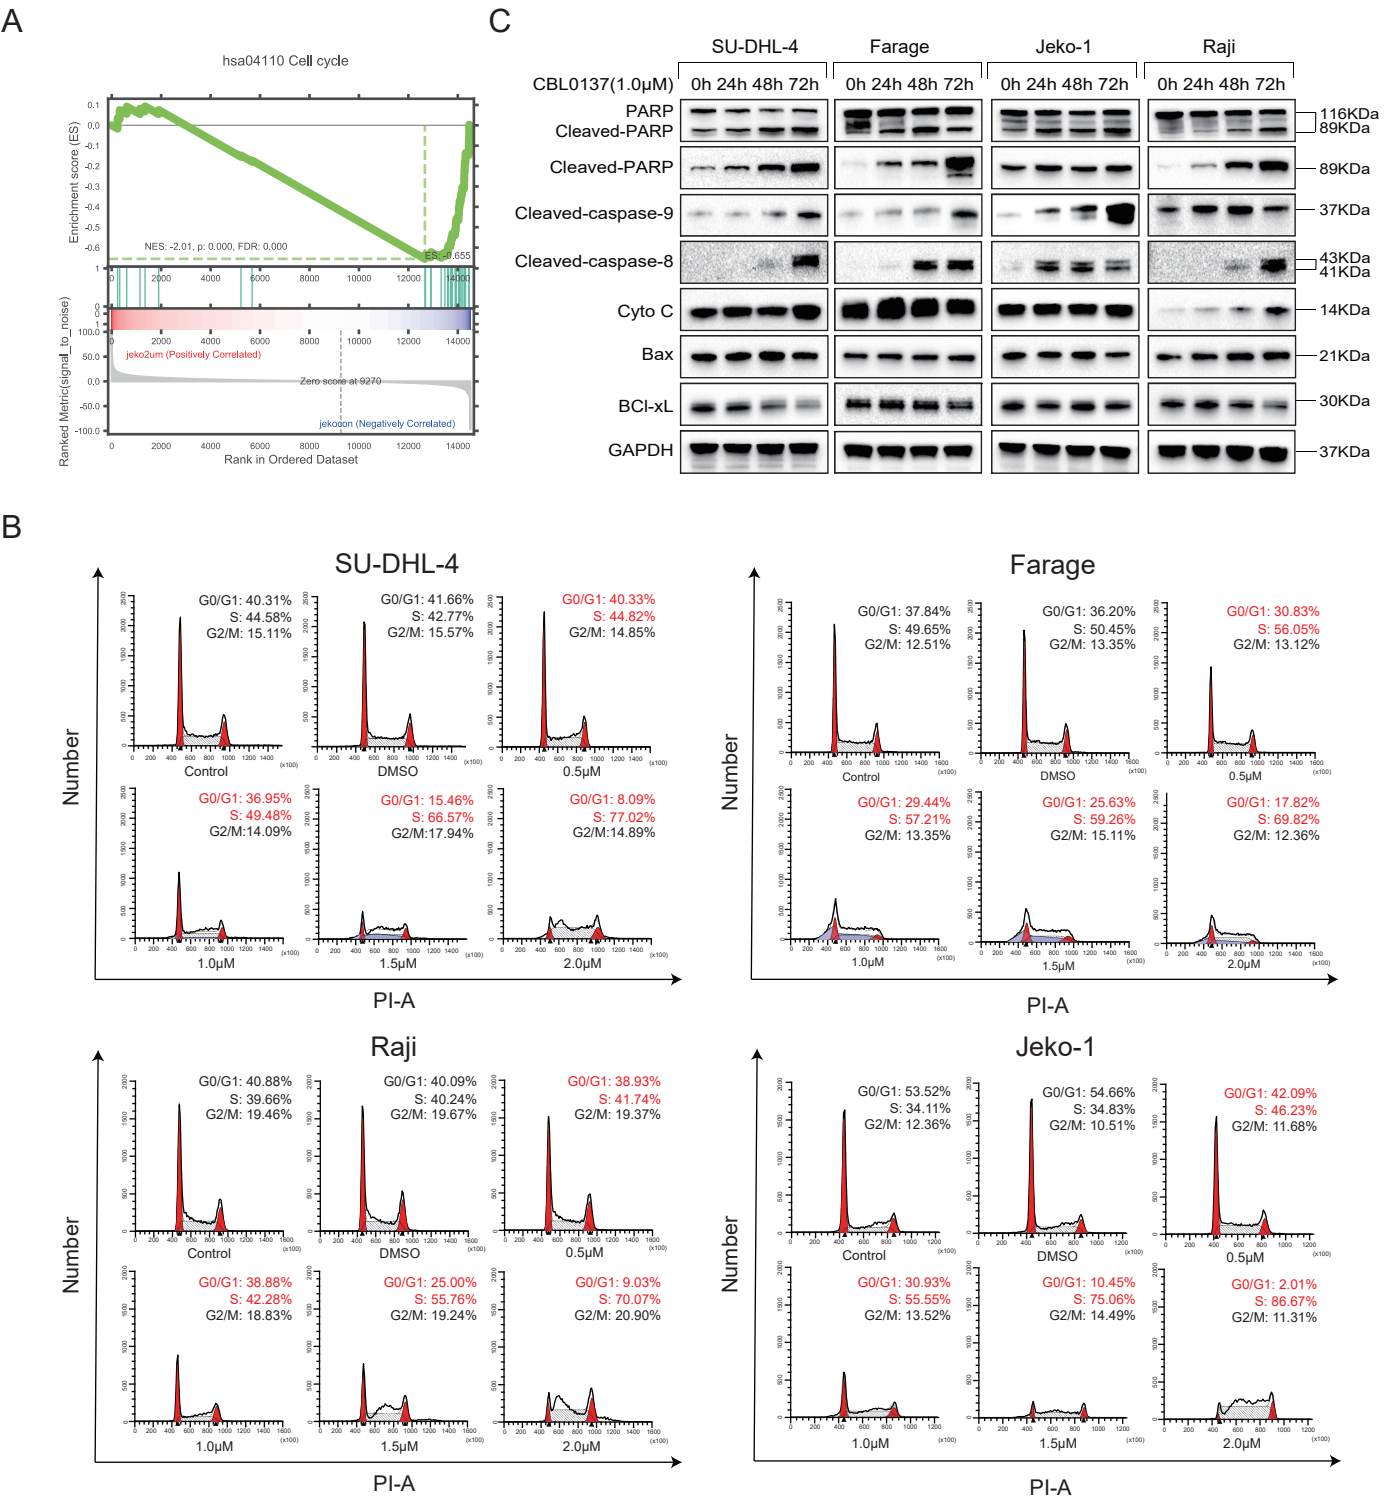

Fig. S3

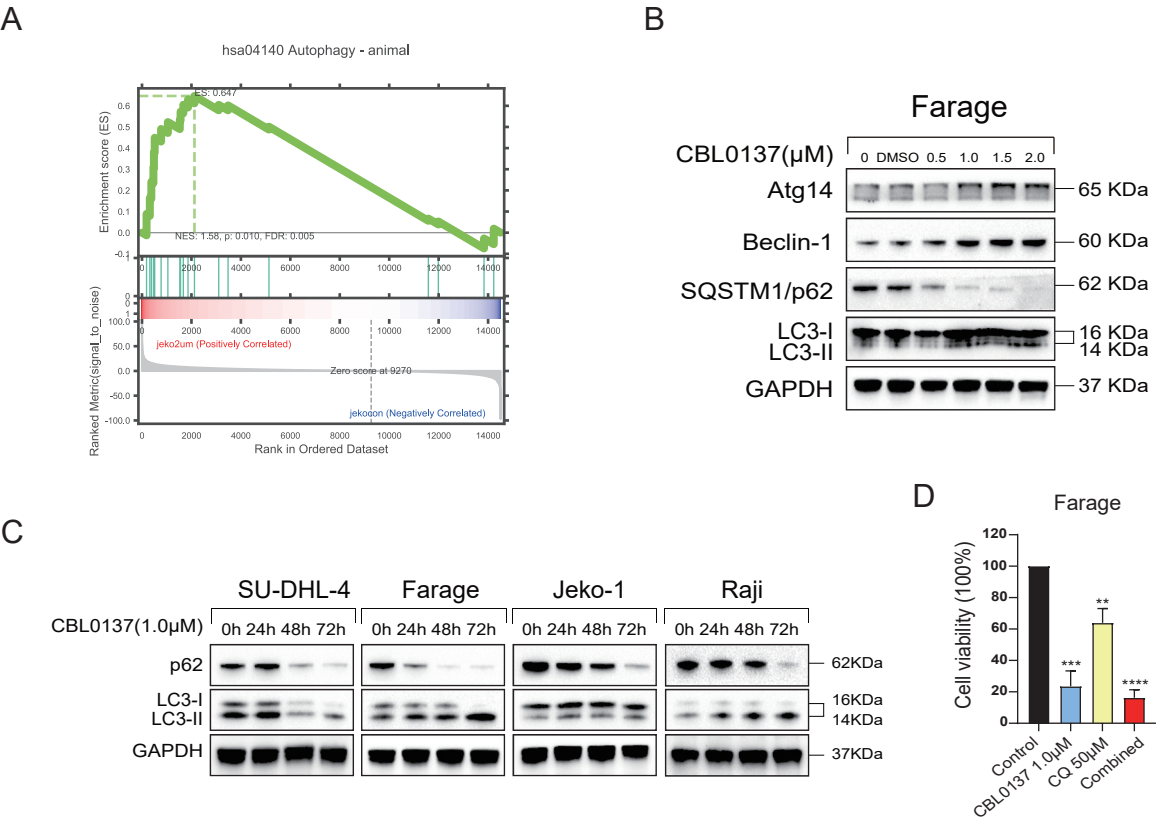

Fig. S4

A

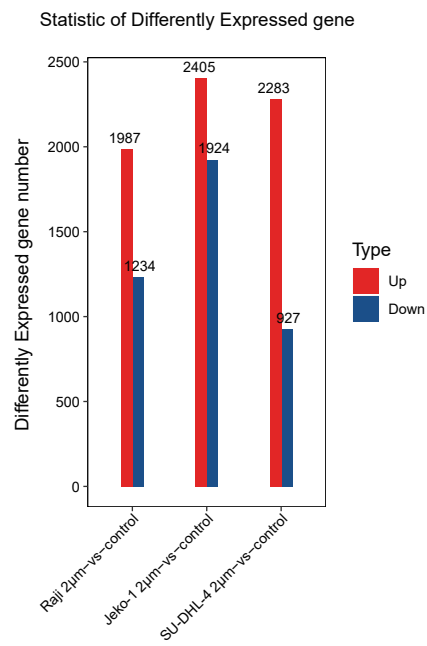

B

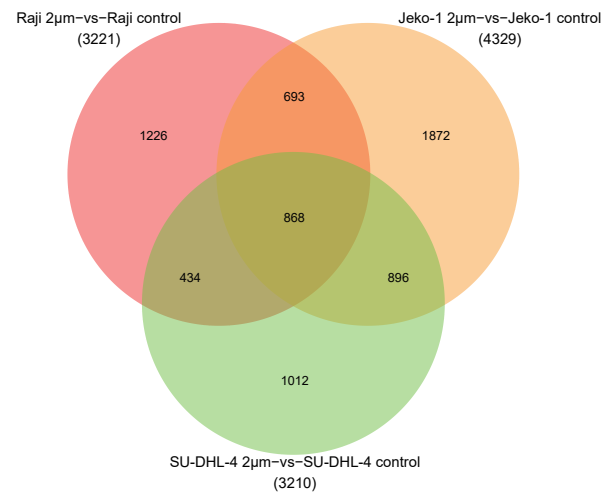

C

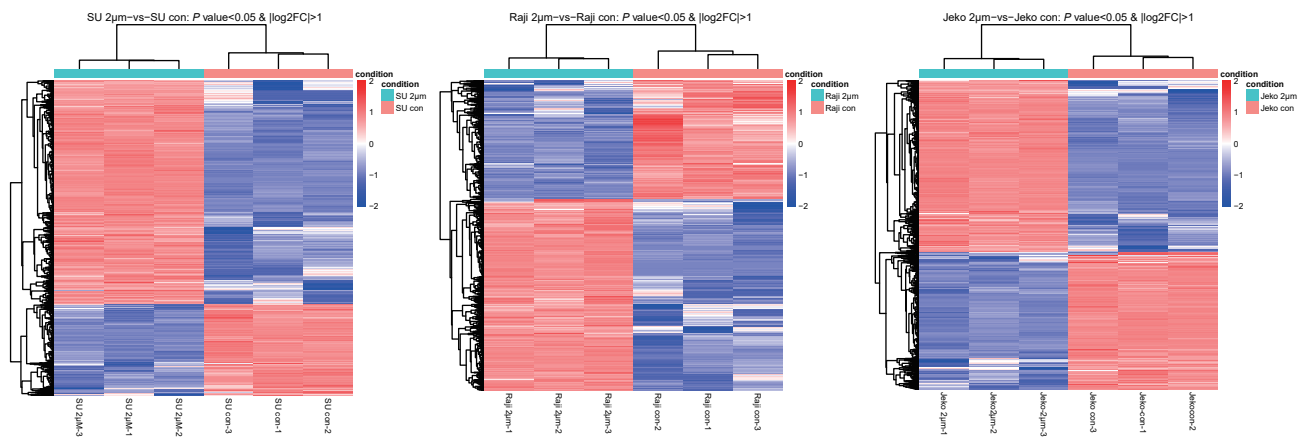

Fig. S5

A

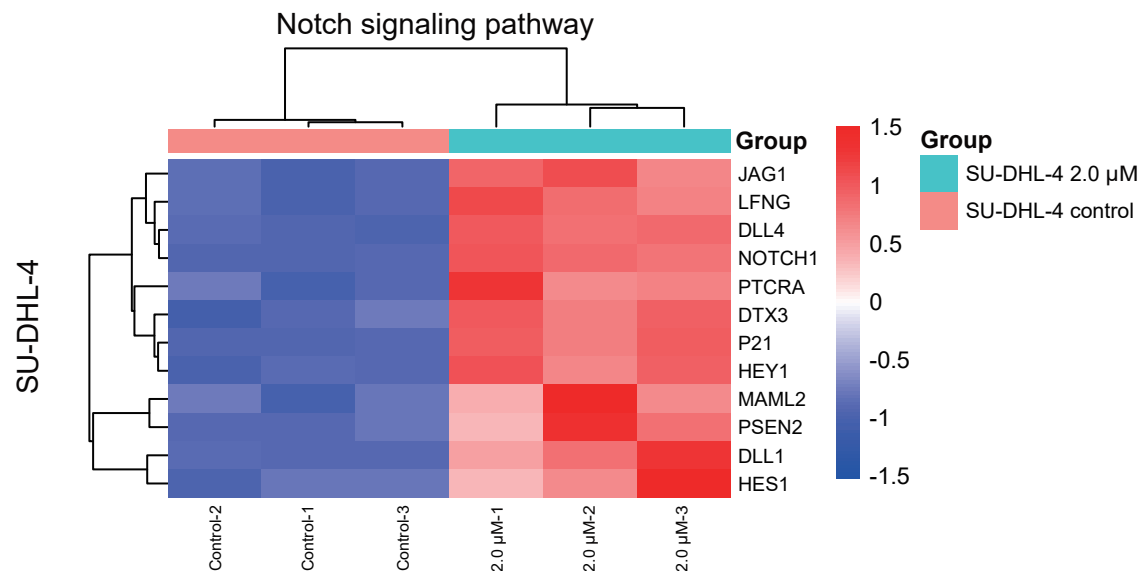

B

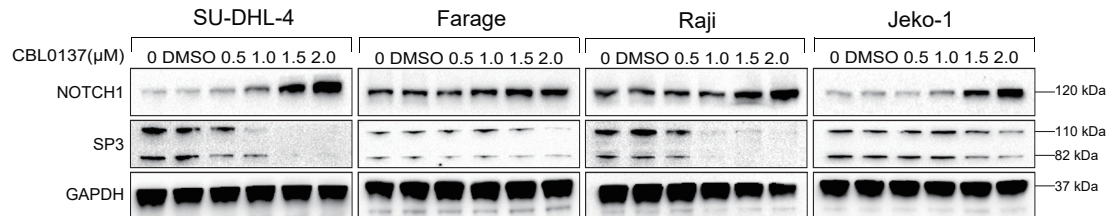

C

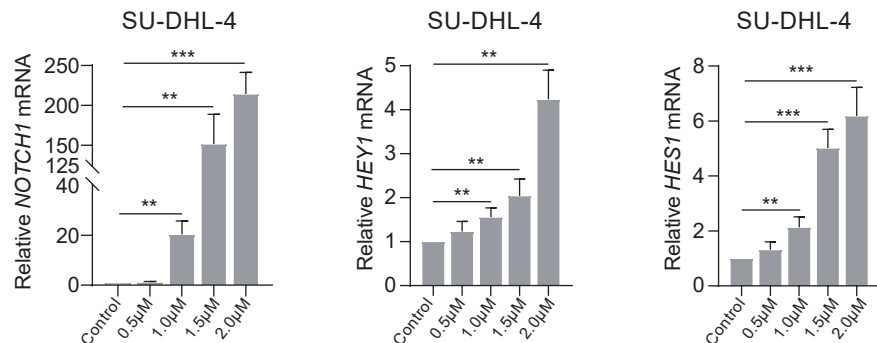

D

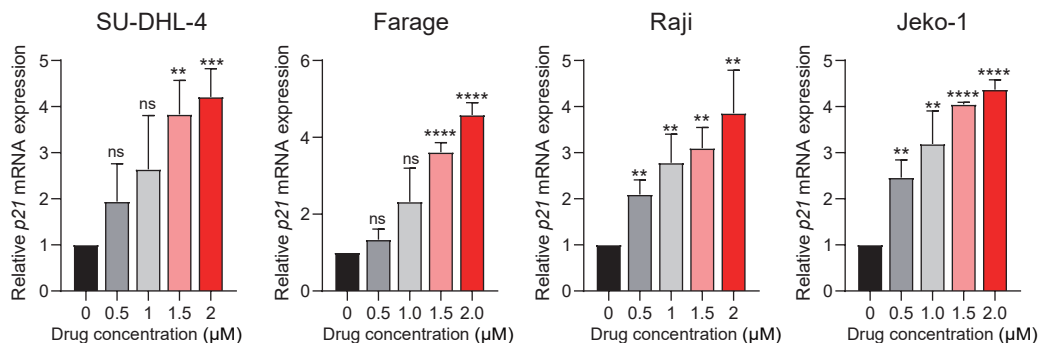

E

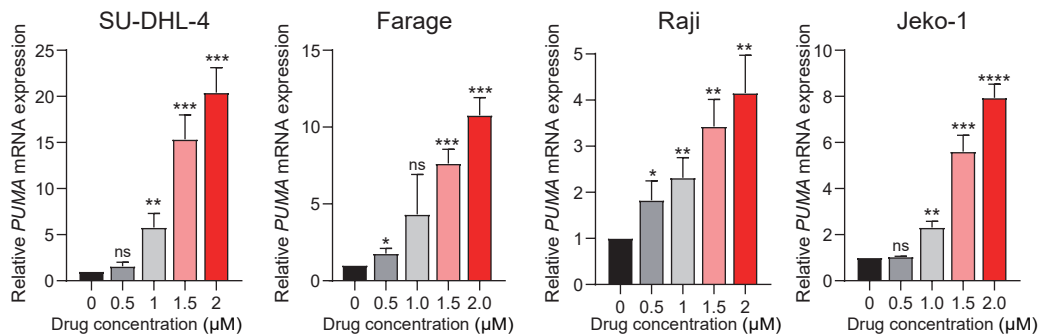

Fig. S6

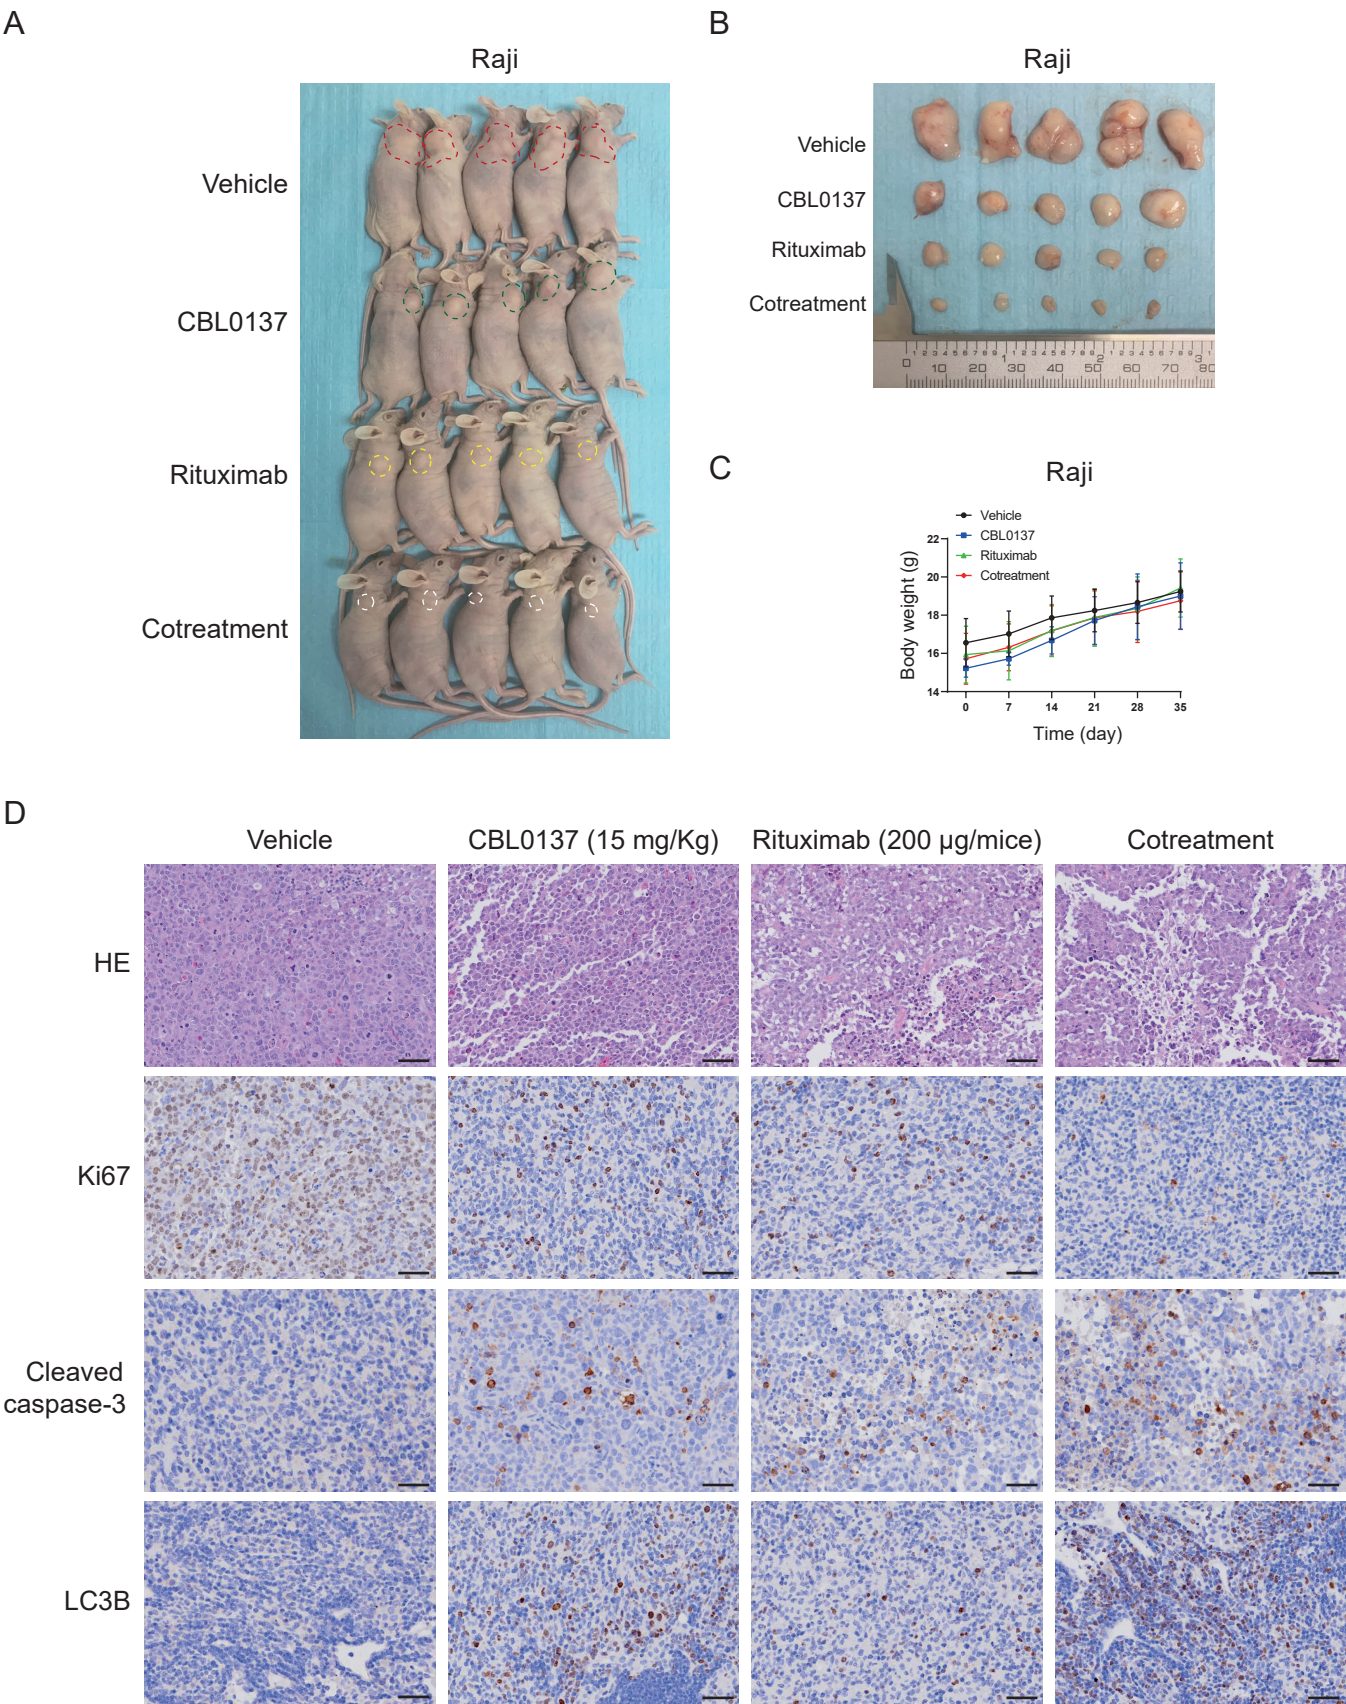

## Supplementary figure legends

**Fig. S1. CBL0137 exerts antitumor activity by inhibiting FACT function and regulating p53 and NF- $\kappa$ B activity.** (A) Levels of SSRP1 and SUPT16H mRNA expression in DLBCL and adjacent normal tissue (NT) samples (number in parentheses = number of samples of per type, from TCGA database). (B) Pearson correlation analysis of SSRP1 and SUPT16H in DLBCL. (C) Western blotting experiments showing the protein levels of SSRP1 and SUPT16H in peripheral blood mononuclear cells (PBMC) of a healthy donor and B-NHL cell lines. (D, E) The 24 h-IC<sub>50</sub> of CBL0137 in SU-DHL-4, Farage, Raji, and Jeko-1 cells. (F) Changes in OD values of Farage cells were treated with various concentrations of CBL0137 at different time points. (G) Colony assays were conducted in Farage cells. (H) Western blotting of soluble and chromatin containing-containing pellet fractions from B-NHL cells treated with or without CBL0137 for 24 h. (I) Western blotting was used to evaluate the relative expression levels of p53, p-p53, and NF- $\kappa$ B after 24 h treatment with CBL0137.

**Fig. S2. CBL0137 induces S phase cell cycle arrest and apoptosis in B-NHL cells.** (A) Representative GSEA plots illustrating cell cycle gene sets from Jeko-1 cell line. (B) Four B-NHL cells (SU-DHL-4, Farage, Raji, and Jeko-1) were treated with 0.5  $\mu$ M, 1.0  $\mu$ M, 1.5  $\mu$ M, 2.0  $\mu$ M CBL0137 or DMSO respectively for 24 h, and the cell cycle distributions were observed. The data shown are representative results from one of three independent experiments. (C) Western blotting was used to detect the changes of apoptosis-related proteins in B-NHL cells treated with 1.0  $\mu$ M CBL0137 for 24 h, 48 h, and 72 h.

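The KEGG cell cycle pathway, as annotated in the deposited table, had 118 tested genes in Jeko-1, and GSEA of CBL0137-treated against control cells gave it an NES of −1.60 (FDR 0.00329). Its median log2 fold change was −0.24, 43 of the 118 genes were higher in treated cells, and the shift gave a limma camera adjusted p = 2.19e-05 (unadjusted 3.87e-06, and 3.34e-06 with the replicate number as a block). In SU-DHL-4 the NES of this pathway was −2.03 and in Raji −2.49. None of the 10000 permutations gave a score as far below 0 in these lines or in Jeko-1. Of its genes, 14 of 118 were DEGs in Jeko-1 (odds ratio 0.603, one-sided Fisher's exact test, p = 0.977), of which 10 were lower. Restricted to genes with at least 10 fragments in every library, the NES in Jeko-1 was −1.71.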

**Fig. S3. CBL0137 induces autophagy in human B-NHL cells.** (A) Representative GSEA plots illustrating autophagy gene sets from Jeko-1 cell line. (B) Expression of autophagy-related proteins was detected by western blotting in Farage cells treated with different concentrations of CBL0137 or DMSO. (C) The expression levels of LC3/II and p62 in B-NHL cells treated with 1.0  $\mu$ M CBL0137 for 24 h, 48 h, and 72 h were detected by western blotting. (D) Farage cells were treated with 1.0  $\mu$ M CBL0137 either alone or in combination with 50  $\mu$ M CQ for 24 h, cell viability was detected by CCK-8.

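The KEGG autophagy pathway, as annotated in the deposited table, had 117 tested genes in Jeko-1 and an NES of 1.67 in CBL0137-treated against control cells (FDR 0.00190). Its median log2 fold change was 0.57, and 96 of the 117 genes were higher in treated cells. The unadjusted p of this shift was 0.000326 by limma's camera, 0.000383 with the replicate number as a block and 0.133 with the inter-gene correlation estimated from the libraries. Among the DEGs were 28 of the 117 genes, 27 of them higher (odds ratio 1.42, one-sided Fisher's exact test, p = 0.0709). Restricted to genes with at least 10 fragments in every library, the NES was 1.83.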

**Fig. S4. Differentially expressed genes (DEGs) were analyzed in SU-DHL-4, Raji, and Jeko-1 cell.** (A) All up-regulated and down-regulated DEGs were shown with 2.0  $\mu$ M CBL0137 in SU-DHL-4, Raji, and Jeko-1 compared with control cells. (B) Venn diagram showing overlap DEGs in SU-DHL-4, Raji, and Jeko-1 cells. (C) Heatmap of hierarchical clustering analysis of treated with 2.0  $\mu$ M of CBL0137 transcriptome from SU-DHL-4, Raji, and Jeko-1 cells.

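Of 10764 genes tested in all 3 cell lines, 254 were DEGs in every line, of which 192 were higher in CBL0137-treated cells of all lines, 56 lower in all and 6 changed in different directions. SU-DHL-4 and Raji shared 403 DEGs, SU-DHL-4 and Jeko-1 652, and Raji and Jeko-1 560. DEGs of a single line numbered 513 in SU-DHL-4, 643 in Raji and 1357 in Jeko-1. With the replicate number as a block the 3 lines shared 254 DEGs. With a pseudocount of 0.1, a setting added for this number after the results were known, 763 genes were shared, and with voom, added likewise, 890, in both cases among them the 254. Under median-ratio scaling 255 were shared, 90 of them higher and 160 lower in all lines, and 149 of these genes were among the 254.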

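On log2(FPKM + 1) of 13224 genes, hierarchical clustering of all 18 libraries parted them into the 3 cell lines and then, at 6 clusters, into the 6 conditions, with no library among those of another condition. Pearson's r across genes was 0.988 to 0.999 between replicates of a condition, 0.925 to 0.964 between control and CBL0137-treated libraries of a line, and 0.803 to 0.907 between lines. Within lines, r between control and treated libraries was 0.958 to 0.962 in SU-DHL-4, 0.95 to 0.964 in Raji and 0.925 to 0.934 in Jeko-1. Genes are not independent replicates, so these values describe the libraries and carry no test.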

**Fig. S5. CBL0137 targets NOTCH signaling in B-NHL cells.** (A) Differentially expression of genes associated with NOTCH signaling pathway in SU-DHL-4 cells treated with or without 2.0  $\mu$ M CBL0137 for 24 h. The color in the heatmap represents the normalized expression value. (B) NOTCH1 and its negative regulator SP3 protein levels were determined in four B-NHL cells treated with different concentrations of CBL0137 by western blotting. (C~E) B-NHL cells were treated with 0.5 ~ 2.0  $\mu$ M CBL0137 or DMSO as the control for 24 h. (C) The mRNA expression levels of *NOTCH1* and its transcription-related targets *HEY1* and *HES1*, (D) *p21*, and (E) *PUMA* were determined by qRT-PCR. All values are expressed as mean  $\pm$  SD (\* $P$  < 0.05, \*\* $P$  < 0.01, \*\*\* $P$  < 0.001, \*\*\*\* $P$  < 0.0001, Student's

t-test). All experiments were repeated three times.

**Fig. S6. CBL0137 showed enhanced effects with rituximab in inhibiting the growth of BL xenograft tumors *in vivo*.** (A, B) CBL0137 plus rituximab showed more significant antitumor effects than any single treatment alone. (C) The body weight of female mice in four groups was recorded (n=5). (D) H&E and immunohistochemical staining of tumor specimens. Significantly up-regulated cleaved caspase-3 and LC3B expression and significantly decreased Ki67 expression were observed in the co-treatment group compared to the other groups. Scale bars = 50  $\mu$ m. \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , \*\*\*\* $P < 0.0001$ .

**Table S1.** Source and identifier of reagents used in this study.

| Reagents               | Source            | Identifier  |
|------------------------|-------------------|-------------|
| CBL0137                | Selleck Chemicals | Cat# S8483  |
| N-acetylcysteine (NAC) | Selleck Chemicals | Cat# S1623  |
| Chloroquine (CQ)       | Selleck Chemicals | Cat# S6999  |
| 3-Methyladenine (3-MA) | Selleck Chemicals | Cat# S2726  |
| Z-VAD-FMK              | Selleck Chemicals | Cat# S7023  |
| U0126                  | Selleck Chemicals | Cat# S1102  |
| LY294002               | Selleck Chemicals | Cat# S1105  |
| Rituximab              | Roche Holding AG  | Cat# SH0176 |

**Table S2.** Source and identifier of antibodies used in this study.

| <b>Antibodies</b>                                                 | <b>Source</b>             | <b>Identifier</b> |
|-------------------------------------------------------------------|---------------------------|-------------------|
| Rabbit monoclonal anti-PARP (46D11)                               | Cell Signaling Technology | Cat# 9532         |
| Rabbit monoclonal anti-Cleaved PARP (Asp214) (D64E10)             | Cell Signaling Technology | Cat# 5625         |
| Rabbit monoclonal anti-Cleaved caspase-9 (Asp330) (D2D4)          | Cell Signaling Technology | Cat# 7237         |
| Rabbit monoclonal anti-Cleaved caspase-3 (Asp175)                 | Cell Signaling Technology | Cat# 9661         |
| Rabbit monoclonal anti-Cleaved caspase-7 (Asp198) (D6H1)          | Cell Signaling Technology | Cat# 8438         |
| Rabbit monoclonal anti-Cleaved caspase-8 (Asp374) (18C8)          | Cell Signaling Technology | Cat# 9496         |
| Mouse monoclonal anti-Phospho-p53 (Ser15) (16G8)                  | Cell Signaling Technology | Cat# 9286         |
| Mouse monoclonal anti-P53 (1C12)                                  | Cell Signaling Technology | Cat# 2524         |
| Rabbit monoclonal anti-Phospho-NF- $\kappa$ B p65 (Ser536) (93H1) | Cell Signaling Technology | Cat# 3033         |
| Rabbit monoclonal anti-Bcl-xL (54H6)                              | Cell Signaling Technology | Cat# 2764         |
| Rabbit monoclonal anti-Puma (D30C10)                              | Cell Signaling Technology | Cat# 12450        |
| Rabbit monoclonal anti-Bax (D2E11)                                | Cell Signaling Technology | Cat# 5023         |
| Rabbit monoclonal anti-Becclin-1 (D40C5)                          | Cell Signaling Technology | Cat# 3495         |
| Rabbit monoclonal anti-LC3A/B (D3U4C)                             | Cell Signaling Technology | Cat# 12741        |

|                                                                                 |                           |               |
|---------------------------------------------------------------------------------|---------------------------|---------------|
| Rabbit monoclonal anti-Phospho-PI3 Kinase p85 (Tyr458)/p55 (Tyr199)             | Cell Signaling Technology | Cat# 4228     |
| Rabbit monoclonal anti-PI3 Kinase p110α (C73F8)                                 | Cell Signaling Technology | Cat# 4249     |
| Rabbit monoclonal anti-Phospho-Akt (Ser473) (D9E)                               | Cell Signaling Technology | Cat# 4060     |
| Rabbit monoclonal anti-Akt (pan) (C67E7)                                        | Cell Signaling Technology | Cat# 4691     |
| Rabbit monoclonal anti-Phospho-mTOR (Ser2448) (D9C2)                            | Cell Signaling Technology | Cat# 5536     |
| Rabbit monoclonal anti-mTOR (7C10)                                              | Cell Signaling Technology | Cat# 2983     |
| Rabbit monoclonal anti-Phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (D13.14.4E) | Cell Signaling Technology | Cat# 4370     |
| Rabbit monoclonal anti-p44/42 MAPK (Erk1/2) (137F5)                             | Cell Signaling Technology | Cat# 4695     |
| Rabbit monoclonal anti-Phospho-p38 MAPK (Thr180/Tyr182) (D3F9)                  | Cell Signaling Technology | Cat# 4511     |
| Rabbit monoclonal anti-p38 MAPK (D13E1)                                         | Cell Signaling Technology | Cat# 8690     |
| Rabbit monoclonal anti-Notch1 (D6F11)                                           | Cell Signaling Technology | Cat# 4380     |
| Rabbit monoclonal anti-GAPDH (D4C6R)                                            | Cell Signaling Technology | Cat# 97166    |
| Rabbit monoclonal anti-SSRP1 [EPR7894]                                          | Abcam                     | Cat# ab129109 |
| Rabbit monoclonal anti-p21 [EPR362]                                             | Abcam                     | Cat# ab109520 |
| Rabbit monoclonal anti-Cyclin D1 [EPR2241]-C-terminal                           | Abcam                     | Cat# ab134175 |
| Rabbit monoclonal anti-Cyclin B1 [Y106]                                         | Abcam                     | Cat# ab32053  |

|                                                             |             |                 |
|-------------------------------------------------------------|-------------|-----------------|
| Rabbit monoclonal anti-Cyclin E1 [EPR194]                   | Abcam       | Cat# ab133266   |
| Rabbit monoclonal anti-Cyclin A2 [Y193]                     | Abcam       | Cat# ab32386    |
| Rabbit monoclonal anti-CDK2 [E304]                          | Abcam       | Cat# ab32147    |
| Rabbit monoclonal anti-CDK1 [EPR165]                        | Abcam       | Cat# ab133327   |
| Rabbit monoclonal anti-Cytochrome C [EPR1327]               | Abcam       | Cat# ab133504   |
| Rabbit monoclonal anti-ICAD [EPR4220]                       | Abcam       | Cat# ab108924   |
| Rabbit monoclonal anti-SQSTM1/p62 [EPR4844]                 | Abcam       | Cat# ab109012   |
| Rabbit monoclonal anti-GSK3 beta [Y174]                     | Abcam       | Cat# ab32391    |
| Rabbit monoclonal anti-GSK3 beta (phospho S9)<br>[EPR2286Y] | Abcam       | Cat# ab75814    |
| Rabbit polyclonal anti-SUPT16H                              | Proteintech | Cat# 20551-1-AP |
| Mouse monoclonal anti-c-MYC                                 | Proteintech | Cat# 67447-1-Ig |
| Rabbit polyclonal anti-DR5                                  | Proteintech | Cat# 15497-1-AP |
| Rabbit polyclonal anti-Ki67                                 | Proteintech | Cat# 27309-1-AP |
| Rabbit polyclonal anti-DFFB                                 | ABclonal    | Cat# A10110     |
| Rabbit polyclonal anti-ATG14                                | ABclonal    | Cat# A7526      |

---

**Table S3.** The primers sequences for qRT-PCR in this study.

| Primers | Forward                        | Reverse                       |
|---------|--------------------------------|-------------------------------|
| NOTCH1  | 5'-TCCACCAGTTTGAATGGTCAAT-3'   | 5'- CGCAGAGGGTTGTATTGGTTC-3'  |
| SP3     | 5'- GTTGAGGCATTTGGGTGGTA-3'    | 5'- GGGAGACATGGTTTTTGGAA-3'   |
| HES1    | 5'- AACACTGATTTTGGATGCTCTG-3'  | 5'- CACTGTCATTTCCAGAATGTCC-3  |
| HEY1    | 5'- CTTCCACTTACTGTCTCCCAAT-3'  | 5'- TTAAAAAGCTCCGATCTCCGTC-3' |
| P21     | 5'- CGATGGAAC TTCGACTTTGTCA-3' | 5'- GCACAAGGGTACAAGACAGTG-3'  |
| PUMA    | 5'- CCTCAACGCACAGTACGA-3'      | 5'- CCCATGATGAGATTGTACAGGA-3' |
| GAPDH   | 5'-GGATTTGGTCGTATTGGGCG-3'     | 5'- ATCGCCCCACTTGATTTTGG-3'   |

How the deposited data were processed for this re-analysis (not part of the article)

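RNA of SU-DHL-4, Raji and Jeko-1 cells, untreated or treated with 2.0 μM CBL0137 for 24 h, was sequenced in 3 replicates per condition. According to the paper's supplementary methods, the authors prepared stranded mRNA libraries, sequenced them in pairs, trimmed the reads with Trimmomatic, mapped them to hg19 with hisat2 and computed FPKM and read counts with bowtie 2 and eXpress. The authors deposited FPKM alone, in 1 table with 1 value per gene and library. FPKM is scaled to the total of each library. The design had assumed read counts and named limma on FPKM as the branch to take without them, and that branch was used.

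The value of 1 fragment was found for each gene as the step of which all its values are whole multiples, with multipliers up to 100000 tried. This gave an estimate of the fragments behind each value for 17824 genes, and 17106324 to 20576284 fragments per library. On simulated tables, 2935 of 3000 genes were recovered exactly. Positions come from a GRCh37 annotation, the build the authors used, matched through HGNC numbers for 19173 genes. Of the gene names, 27 had been turned into dates and were told apart by the identifiers beside them.

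Expression was compared with limma 3.58.1 (R 4.3.3) with a trend on log2(FPKM + 1) for genes with a mean FPKM of at least 0.1, within each line and without a block. DEGs had an unadjusted p under 0.05 and an absolute log2 fold change above 1, and adjusted p are Benjamini-Hochberg values from limma. Differences between lines were tested as the interaction of line and treatment over all 18 libraries. GSEA used gseapy 1.3.1 with signal-to-noise ranking and 10000 permutations of genes, shifts of gene sets used limma's camera at an inter-gene correlation of 0.01, and over-representation used a one-sided Fisher's exact test against all genes tested. The S phase and G2/M genes are the lists of the Seurat package, and the NOTCH genes of Fig. S5A are the labels of that figure. The autophagy, NOTCH, PI3K/Akt/mTOR, MAPK, p53 target, NF-kB target and interferon-stimulated genes were listed by hand from general knowledge, without a database, before the data were examined. The B-cell genes were listed by hand and the replication-dependent histone genes taken by their names, both only after the table had been seen. On simulated libraries with 200 genes changed by 2 on the log2 scale, limma called 186 of the 200 and 0 unchanged genes, and voom called 200 and 27. The changed genes were well covered by fragments, and as many rose as fell. The negative binomial dispersion was fixed at 0.01, and no fall of the most abundant genes was planted. The simulation thus does not show which method does better on the real libraries. Exact tests of single genes were not used, since 3 against 3 libraries cannot give a p under 0.1.

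The genes named in the text are those the paper names and, for each line, the 3 with the largest increase and the 3 with the largest decrease among genes with an adjusted p under 0.05, a mean FPKM of at least 1 and all treated libraries on one side of all control libraries. For a gene set with p under 0.05, up to 3 members with the smallest p are named as well. Alternatives were a pseudocount of 0.1, other filters, a block for the replicate number, each library left out, a single fit of all libraries, median-ratio and quantile scaling, voom on the recovered fragments, fgsea 1.28.0, camera with an estimated correlation, the KEGG annotation of the table and a correction for GC content and gene length by splines with 5 degrees of freedom. Tests that need the authors' read counts were left out. Tables were handled with python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures drawn with matplotlib 3.10.9.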

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

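The tests in this part of GC content, gene length, inter-gene correlation, single libraries, scaling and other groupings of the libraries were chosen only after the results were seen, and the B-cell and histone genes were made into sets after the table had been seen. Each set was compared between each pair of cell lines with limma's camera, as the difference of the treatment effects over all 18 libraries, which made 36 tests. Of these, 16 had a Benjamini-Hochberg adjusted p under 0.05, the highest of them 0.0234. With the correlation between the genes of a set estimated from the libraries, 10 of the 16 had an unadjusted p under 0.05, and after a correction for GC content and gene length 16 did. The values below are unadjusted, and each direction was the same in all 18 fits that left out 1 library. Camera is not an exact test of the libraries, so 100 regroupings of the libraries were drawn, the real one included, each parting every same-numbered pair of a line. Some of these regroupings exchange control and treated libraries in 1 line and keep them in another, which turns a response shared by the lines into a difference, so a high count is weak evidence that the lines respond alike.

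The fall of the S phase genes after CBL0137 differed in size between the lines. By camera, the p was under 0.05 for SU-DHL-4 against Raji (6.82e-11, with the higher change in SU-DHL-4), SU-DHL-4 against Jeko-1 (0.00436, with the higher change in SU-DHL-4) and Raji against Jeko-1 (7.24e-05, with the higher change in Jeko-1). Their median log2 fold change was −0.33 in SU-DHL-4, −1.08 in Raji and −0.60 in Jeko-1. In the further tests the highest p over these comparisons was 0.00311 after a correction for GC content and gene length, 0.164 with the inter-gene correlation estimated from the libraries and 0.00724 at most over the fits without 1 library. With the estimated correlation, the p of each comparison was 0.00534 (SU-DHL-4 against Raji), 0.164 (SU-DHL-4 against Jeko-1) and 0.0615 (Raji against Jeko-1). Of 100 regroupings, a difference as large came from 54 (SU-DHL-4 against Raji), 57 (SU-DHL-4 against Jeko-1) and 63 (Raji against Jeko-1). The correlation between these genes remains as an explanation for the comparisons with Jeko-1, but it did not account for the difference between SU-DHL-4 and Raji. The KEGG cell cycle pathway, added after the table had been seen, did not differ at a p under 0.05 in any pair (0.121 for SU-DHL-4 against Raji, 0.406 for SU-DHL-4 against Jeko-1 and 0.299 for Raji against Jeko-1). The genes fell in each line, so the regroupings do not settle these differences.

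The G2/M genes differed between Raji and each of the other lines. A p under 0.05 was found for SU-DHL-4 against Raji (0.000210, with the higher change in SU-DHL-4) and Raji against Jeko-1 (2.28e-06, with the higher change in Jeko-1). Medians of the log2 fold changes were −0.46 in SU-DHL-4, −0.79 in Raji and −0.24 in Jeko-1. Tested further, the highest p over these comparisons was 1.72e-06 after a correction for GC content and gene length, 0.0801 with the inter-gene correlation estimated from the libraries and 0.000849 at most over the fits without 1 library. With the estimated correlation, the p of each comparison was 0.0801 (SU-DHL-4 against Raji) and 0.0313 (Raji against Jeko-1). Among the 100 regroupings, 64 (SU-DHL-4 against Raji) and 54 (Raji against Jeko-1) gave a difference as large. The correlation between the genes remains as an explanation for the comparison with SU-DHL-4, but it did not account for that with Jeko-1. As with the S phase genes, the KEGG cell cycle pathway showed no such difference between these lines, and the regroupings do not settle these differences.

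Interferon-stimulated genes moved differently in every pair of lines. The p of the difference was under 0.05 for SU-DHL-4 against Raji (0.00287, with the higher change in Raji), SU-DHL-4 against Jeko-1 (0.000572, with the higher change in SU-DHL-4) and Raji against Jeko-1 (3.25e-06, with the higher change in Raji). The median log2 fold change was 0.53 in SU-DHL-4, 1.05 in Raji and 0.023 in Jeko-1. The highest p over these comparisons was 0.00413 after a correction for GC content and gene length, 0.321 with the inter-gene correlation estimated from the libraries and 0.00841 at most over the fits without 1 library. With the estimated correlation, the p of each comparison was 0.321 (SU-DHL-4 against Raji), 0.255 (SU-DHL-4 against Jeko-1) and 0.132 (Raji against Jeko-1). Regroupings with a difference as large numbered 49 (SU-DHL-4 against Raji), 14 (SU-DHL-4 against Jeko-1) and 23 (Raji against Jeko-1) of 100. The correlation between these genes remains as an explanation for all 3 comparisons.

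For the replication-dependent histone genes, all pairs of lines differed as well. By camera, the p was under 0.05 for SU-DHL-4 against Raji (1.97e-08, with the higher change in Raji), SU-DHL-4 against Jeko-1 (0.0104, with the higher change in Jeko-1) and Raji against Jeko-1 (0.00124, with the higher change in Raji). Their median log2 fold change was −0.067 in SU-DHL-4, 0.64 in Raji and 0.28 in Jeko-1. In the further tests the highest p over these comparisons was 0.0184 after a correction for GC content and gene length, 0.0372 with the inter-gene correlation estimated from the libraries and 0.0159 at most over the fits without 1 library. With the estimated correlation, the p of each comparison was 0.000246 (SU-DHL-4 against Raji), 0.0372 (SU-DHL-4 against Jeko-1) and 0.0121 (Raji against Jeko-1). Of 100 regroupings, a difference as large came from 6 (SU-DHL-4 against Raji), 29 (SU-DHL-4 against Jeko-1) and 16 (Raji against Jeko-1). GC content, gene length, correlation and single libraries did not account for the differences, and the regroupings do not settle them. Histone genes have many near-identical copies and transcripts without a poly(A) tail, so the counting of reads that match several copies and the capture of mRNA are further technical explanations, which were not tested.

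The B-cell genes fell further in Jeko-1 than in the other lines. A p under 0.05 was found for SU-DHL-4 against Jeko-1 (1.24e-09, with the higher change in SU-DHL-4) and Raji against Jeko-1 (6.66e-11, with the higher change in Raji). Medians of the log2 fold changes were −0.44 in SU-DHL-4, −0.36 in Raji and −1.61 in Jeko-1. Tested further, the highest p over these comparisons was 1.78e-09 after a correction for GC content and gene length, 0.00730 with the inter-gene correlation estimated from the libraries and 2.76e-09 at most over the fits without 1 library. With the estimated correlation, the p of each comparison was 0.00730 (SU-DHL-4 against Jeko-1) and 0.00467 (Raji against Jeko-1). Among the 100 regroupings, 42 (SU-DHL-4 against Jeko-1) and 20 (Raji against Jeko-1) gave a difference as large. The tests of GC content, gene length, correlation and single libraries left the differences in place. The genes fell in each line, and a regrouping that exchanges control and treated libraries in 1 line adds the falls up, so the regroupings speak neither for nor against them. Scaling of the libraries was not tested for the comparison between lines, and no biological explanation was tested.

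A difference between SU-DHL-4 and Jeko-1 was found for the autophagy genes. The p of the difference was under 0.05 for SU-DHL-4 against Jeko-1 (0.000291, with the higher change in Jeko-1). The median log2 fold change was 0.40 in SU-DHL-4, 0.42 in Raji and 0.71 in Jeko-1. The p of this comparison was 0.000759 after a correction for GC content and gene length, 0.0108 with the inter-gene correlation estimated from the libraries and 0.000426 at most over the fits without 1 library. Regroupings with a difference as large numbered 3 (SU-DHL-4 against Jeko-1) of 100. The KEGG autophagy pathway, added after the table had been seen, had a p of 0.00103 in this comparison. With the estimated correlation that p was 0.0768, so the correlation between its genes remains as an explanation for this pathway. The p53 target genes differed between SU-DHL-4 and Raji. By camera, the p was under 0.05 for SU-DHL-4 against Raji (0.00288, with the higher change in Raji). Their median log2 fold change was 0.25 in SU-DHL-4, 0.40 in Raji and 0.37 in Jeko-1. In the further tests the p of this comparison was 0.00207 after a correction for GC content and gene length, 0.00481 with the inter-gene correlation estimated from the libraries and 0.00418 at most over the fits without 1 library. Of 100 regroupings, a difference as large came from 1 (SU-DHL-4 against Raji). For the fixed lists, none of these tests accounted for either difference. Scaling of the libraries and reads shared between gene copies were not tested for them, so neither is called a biological difference.

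The change of the 12 NOTCH genes of Fig. S5A was compared between SU-DHL-4 and Raji. A p under 0.05 was found for SU-DHL-4 against Raji (0.00317, with the higher change in SU-DHL-4). Medians of the log2 fold changes were 0.84 in SU-DHL-4, 0.49 in Raji and 0.41 in Jeko-1. Tested further, the p of this comparison was 0.0125 after a correction for GC content and gene length, 0.00903 with the inter-gene correlation estimated from the libraries and 0.00557 at most over the fits without 1 library. Among the 100 regroupings, 19 (SU-DHL-4 against Raji) gave a difference as large. Of the 12 genes, 6 passed the limit on FPKM in Raji, and the median there covers these alone, so low expression in Raji is a further explanation. With at least 10 fragments in all 18 libraries, 2 genes were left and the p was 0.149. The paper shows these 12 genes for SU-DHL-4 from the same libraries, so they may have been picked for their rise there, and no test here can separate a difference between lines from such a choice. No biological explanation was tested for it.

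Single genes changed in opposite directions in a pair of lines, with all treated libraries on one side of all control libraries in each line. BBC3 had a log2 fold change of −0.96 in SU-DHL-4 and 2.46 in Jeko-1, a difference of −3.41 (limma adjusted p = 6.11e-12). LFNG had a log2 fold change of 1.35 in SU-DHL-4 and −0.66 in Jeko-1, a difference of 2.01 (limma adjusted p = 1.04e-10). CCND1 had a log2 fold change of 0.24 in SU-DHL-4 and −1.27 in Jeko-1, a difference of 1.51 (limma adjusted p = 6.38e-08). CCND1 had a log2 fold change of 0.94 in Raji and −1.27 in Jeko-1, a difference of 2.21 (limma adjusted p = 3.97e-10). CCNB2 had a log2 fold change of 0.45 in SU-DHL-4 and −0.33 in Raji, a difference of 0.78 (limma adjusted p = 1.28e-07). CCNB2 had a log2 fold change of −0.33 in Raji and 0.31 in Jeko-1, a difference of −0.64 (limma adjusted p = 8.16e-07). BCL2 had a log2 fold change of −0.94 in SU-DHL-4 and 0.17 in Jeko-1, a difference of −1.12 (limma adjusted p = 9.91e-05). With median-ratio scaling in place of that of the deposited FPKM, the smaller of the changes of each pair was as follows. For SU-DHL-4 and Jeko-1 it was −1.21 (BBC3), −0.91 (LFNG), 0.19 (CCND1) and −0.087 (BCL2). For Raji and Jeko-1 it was 0.86 (CCND1) and 0.029 (CCNB2), and for SU-DHL-4 and Raji 0.15 (CCNB2). The signs thus stayed opposite for each pair but that of BCL2, where both changes were then below 0. CCNB2 in Jeko-1 was close to 0. Under quantile scaling CCND1 also fell in SU-DHL-4 (−0.036), and BCL2 in Jeko-1 had −0.089. The scaling is thus a candidate explanation for BCL2 in Jeko-1, CCND1 in SU-DHL-4 and CCNB2 in Jeko-1. Reads shared with gene copies and the correction for GC content were not tested for single genes, so no change is called biological.

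The paper does not report on B-cell genes as a set, on replication-dependent histone genes or on interferon-stimulated genes, and the following shifts appeared between treated and control cells. For the B-cell genes, the shift against all other genes had an unadjusted p of 2.05e-08 (adjusted 1.16e-07, 6 of 28 genes higher, median −0.44) in SU-DHL-4, 1.53e-05 (adjusted 5.19e-05, 7 of 28 genes higher, median −0.36) in Raji and 9.13e-14 (adjusted 7.76e-13, 1 of 28 genes higher, median −1.61) in Jeko-1. After the correction for GC content and gene length it was 2.40e-08, 5.63e-05 and 8.73e-10, and with the inter-gene correlation estimated 0.00656, 0.0181 and 0.0668, respectively. Under median-ratio scaling it was 1.40e-06 in SU-DHL-4, 8.21e-05 in Raji and 4.43e-10 in Jeko-1. Of the 4 splits of a line's libraries that part every same-numbered pair, 2 in SU-DHL-4, 1 in Raji and 1 in Jeko-1 gave a p as small. For the replication-dependent histone genes, the shift against all other genes had an unadjusted p of 0.000680 (adjusted 0.00231, 23 of 53 genes higher, median −0.067) in SU-DHL-4 and 0.00171 (adjusted 0.00484, 42 of 53 genes higher, median 0.64) in Raji. After the correction for GC content and gene length it was 0.0144 and 0.000810, and with the inter-gene correlation estimated 0.0203 and 0.0512, respectively. Under median-ratio scaling it was 0.0825 in SU-DHL-4 and 2.98e-05 in Raji. Of the 4 splits of a line's libraries that part every same-numbered pair, 2 in SU-DHL-4 and 2 in Raji gave a p as small. For the interferon-stimulated genes, the shift against all other genes had an unadjusted p of 0.00929 (adjusted 0.0226, 30 of 33 genes higher, median 0.53) in SU-DHL-4 and 4.26e-06 (adjusted 1.81e-05, 31 of 33 genes higher, median 1.05) in Raji. After the correction for GC content and gene length it was 0.00101 and 3.37e-08, and with the inter-gene correlation estimated 0.127 and 0.239, respectively. Under median-ratio scaling it was 0.00343 in SU-DHL-4 and 1.84e-07 in Raji. Of the 4 splits of a line's libraries that part every same-numbered pair, 2 in SU-DHL-4 and 1 in Raji gave a p as small. The correlation between the genes remains as an explanation for the B-cell genes of Jeko-1, the histone genes of Raji and the interferon-stimulated genes of both lines, and the scaling for the histone genes of SU-DHL-4, which moved down against the other genes while those of Raji moved up. With 4 splits no share can fall under 0.05 whatever the data, so these counts speak neither for nor against an effect of treatment.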

How the results depend on the processing

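The thresholds, the pseudocount, the filters, the block, the leaving out of libraries and the forms of the enrichment tests were set, with their alternatives, before the data were examined. Median-ratio and quantile scaling, voom, the mean FPKM of at least 1, the KEGG annotation, the correction for GC content and gene length and, for results other than the number of DEGs, a pseudocount of 0.1 were chosen after seeing the data. TMM normalization with its alternatives (RLE factors in edgeR, the DESeq2 Wald test) had been set for the authors' read counts, and was not run on the fragments inferred from the FPKM, and a scaling by library size alone is what FPKM already holds. Values in brackets for over-representation are odds ratios unless marked p, and the fits that left out a library used camera in place of GSEA. The cause of each change below was not tested.

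The number of DEGs in each line stayed within 1.5 times the reported one with no filter, with at least 10 fragments in every library, with the block, in 1 fit of all 18 libraries, at an adjusted p in place of the unadjusted one and without each library in turn. This held under median-ratio and quantile scaling and at a mean FPKM of at least 1 as well, but these counts do not show that the genes stayed the same. The overlap of 254 genes, which was not computed with libraries left out, stayed within that range under the other settings of this paragraph, though under median-ratio scaling only 149 of 255 and under quantile scaling 135 of 194 were among the 254. The S phase genes, or the KEGG cell cycle pathway in their place, had an FDR or camera adjusted p under 0.05 and a fall in all 3 lines under each enrichment setting run.

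With a pseudocount of 0.1, DEGs numbered 2858 in SU-DHL-4, 2714 in Raji and 3935 in Jeko-1. The 3 lines shared 763 genes. The odds ratio crossed 1 for MAPK in SU-DHL-4 (1.43 to 0.832) and autophagy in Raji (1.06 to 0.550). An exact p under 0.05 was lost for autophagy in Jeko-1 (2.66 to 1.54). The nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.652). At an adjusted p under 0.05 without a threshold on the change, DEGs numbered 9309 in SU-DHL-4, 7449 in Raji and 10598 in Jeko-1. Counting lower DEGs alone, the odds ratio crossed 1 for S phase in SU-DHL-4 (0.631 to 3.73), G2/M in SU-DHL-4 (0.515 to 3.05), NOTCH in SU-DHL-4 (1.37 to 0), PI3K/Akt/mTOR in SU-DHL-4 (0.560 to 2.44), autophagy in Raji (1.06 to 0), NOTCH in Raji (1.08 to 0), PI3K/Akt/mTOR in Raji (0.806 to 1.41), G2/M in Jeko-1 (0.467 to 1.42), autophagy in Jeko-1 (2.66 to 0) and NOTCH in Jeko-1 (1.75 to 0.352). An exact p under 0.05 was lost for autophagy in Jeko-1 (p 1). The exact p came under 0.05 for MAPK in SU-DHL-4 (1.43 to 2.94) and S phase in Jeko-1 (1.74 to 6.80). With all genes with any value as background, the odds ratio crossed 1 for PI3K/Akt/mTOR in Raji (0.806 to 1.10). The exact p came under 0.05 for MAPK in SU-DHL-4 (1.43 to 1.86), S phase in Jeko-1 (1.74 to 2.30) and NOTCH in Jeko-1 (1.75 to 2.13). Counting higher DEGs alone, the odds ratio crossed 1 for S phase in Raji (13.4 to 0), G2/M in Raji (3.82 to 0) and S phase in Jeko-1 (1.74 to 0). The exact p was no longer under 0.05 for S phase in Raji (p 1) and G2/M in Raji (p 1). The exact p came under 0.05 for NOTCH in Jeko-1 (1.75 to 2.42). With at least 10 fragments in every library of the line, the odds ratio crossed 1 for NOTCH in Raji (1.08 to 0.941). The FDR was no longer under 0.05 for NOTCH in SU-DHL-4 (NES 1.43, FDR 0.0865). The FDR came under 0.05 for NOTCH in Raji (NES 1.52, FDR 0.0357). With at least 10 fragments in all 18 libraries, the nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.0336). The p of the NOTCH genes of Fig. S5A between SU-DHL-4 and Raji was no longer under 0.05 (0.149). With the replicate number of each line as a block, the nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.860). By camera with the replicate number as a block, the adjusted p came under 0.05 for autophagy in SU-DHL-4 (0.0496), autophagy in Raji (0.0268) and NOTCH in Raji (0.0268). By camera at an inter-gene correlation of 0.01, the adjusted p was no longer under 0.05 for NOTCH in SU-DHL-4 (0.0652). The adjusted p came under 0.05 for autophagy in Raji (0.0205) and NOTCH in Raji (0.0350). By camera with the correlation estimated from the libraries, the adjusted p was no longer under 0.05 for NOTCH in SU-DHL-4 (0.362), G2/M in Jeko-1 (0.171), autophagy in Jeko-1 (0.216) and NOTCH in Jeko-1 (0.105). By fgsea on the limma statistic, the FDR came under 0.05 for PI3K/Akt/mTOR in SU-DHL-4 (NES −1.48, FDR 0.0170) and autophagy in Raji (NES 1.56, FDR 0.0229).

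With voom on the recovered fragments, DEGs numbered 3168 in SU-DHL-4, 2959 in Raji and 4239 in Jeko-1. The 3 lines shared 890 genes. The odds ratio crossed 1 for MAPK in SU-DHL-4 (1.43 to 0.885), autophagy in Raji (1.06 to 0.574) and S phase in Jeko-1 (1.74 to 0.966). The exact p was no longer under 0.05 for G2/M in Raji (3.82 to 1.6) and autophagy in Jeko-1 (2.66 to 1.38). With voom and median-ratio scaling together, DEGs numbered 2940 in SU-DHL-4, 2803 in Raji and 3995 in Jeko-1. The 3 lines shared 778 genes. The odds ratio crossed 1 for S phase in SU-DHL-4 (0.631 to 1.39), MAPK in SU-DHL-4 (1.43 to 0.747), autophagy in Raji (1.06 to 0.359), NOTCH in Raji (1.08 to 0.786), MAPK in Raji (1.34 to 0.666), autophagy in Jeko-1 (2.66 to 0.764), NOTCH in Jeko-1 (1.75 to 0.849) and PI3K/Akt/mTOR in Jeko-1 (1.44 to 0.696). An exact p under 0.05 was lost for autophagy in Jeko-1 (p 0.845). The log2 fold change turned negative for BCL2L1 in SU-DHL-4 (0.072 to −0.23), BBC3 in Raji (0.20 to −0.021), CDKN1A in Jeko-1 (0.23 to −0.040), BCL2 in Jeko-1 (0.17 to −0.096) and BCL2L1 in Jeko-1 (0.074 to −0.21). Under median-ratio scaling, the odds ratio crossed 1 for S phase in SU-DHL-4 (0.631 to 3.13), G2/M in SU-DHL-4 (0.515 to 1.90), PI3K/Akt/mTOR in SU-DHL-4 (0.560 to 1.11), autophagy in Raji (1.06 to 0.516), NOTCH in Raji (1.08 to 0.639), PI3K/Akt/mTOR in Jeko-1 (1.44 to 0.721) and MAPK in Jeko-1 (0.789 to 1.10). An exact p under 0.05 was lost for autophagy in Jeko-1 (2.66 to 1.39). The exact p came under 0.05 for S phase in SU-DHL-4 (p 0.00262) and S phase in Jeko-1 (1.74 to 3.53). The nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.925). The log2 fold change turned negative for BCL2L1 in SU-DHL-4 (0.072 to −0.22), BBC3 in Raji (0.20 to −0.020), CDKN1A in Jeko-1 (0.23 to −0.037), BCL2 in Jeko-1 (0.17 to −0.087) and BCL2L1 in Jeko-1 (0.074 to −0.20). Under quantile scaling, the odds ratio crossed 1 for S phase in SU-DHL-4 (0.631 to 1.49), PI3K/Akt/mTOR in SU-DHL-4 (0.560 to 1.17), NOTCH in Raji (1.08 to 0.728), PI3K/Akt/mTOR in Raji (0.806 to 1.51), MAPK in Raji (1.34 to 0.861) and PI3K/Akt/mTOR in Jeko-1 (1.44 to 0.990). The exact p came under 0.05 for S phase in Jeko-1 (1.74 to 2.50). The nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.977). The log2 fold change turned negative for MAML2 in SU-DHL-4 (0.19 to −0.048), CCND1 in SU-DHL-4 (0.24 to −0.036), BCL2L1 in SU-DHL-4 (0.072 to −0.011), BBC3 in Raji (0.20 to −0.028), CDKN1A in Jeko-1 (0.23 to −0.0082), BCL2 in Jeko-1 (0.17 to −0.089) and BCL2L1 in Jeko-1 (0.074 to −0.14). With the KEGG annotation and a pseudocount of 0.1 together, the odds ratio crossed 1 for PI3K/Akt/mTOR in SU-DHL-4 (0.560 to 1.32), autophagy in Raji (1.06 to 0.366), PI3K/Akt/mTOR in Raji (0.806 to 1.34), S phase in Jeko-1 (1.74 to 0.481), autophagy in Jeko-1 (2.66 to 0.914) and MAPK in Jeko-1 (0.789 to 1.27). The exact p was no longer under 0.05 for autophagy in Jeko-1 (p 0.702). The exact p came under 0.05 for PI3K/Akt/mTOR in SU-DHL-4 (p 0.0407), PI3K/Akt/mTOR in Raji (p 0.0355) and PI3K/Akt/mTOR in Jeko-1 (1.44 to 1.40). At a mean FPKM of at least 1, the odds ratio crossed 1 for autophagy in Raji (1.06 to 0.978). With the KEGG annotation of the deposited table, the odds ratio crossed 1 for autophagy in Raji (1.06 to 0.763) and S phase in Jeko-1 (1.74 to 0.603). The exact p was no longer under 0.05 for autophagy in Jeko-1 (2.66 to 1.42). The NES changed sign for PI3K/Akt/mTOR in SU-DHL-4 (NES 1.07, FDR 0.443). The FDR came under 0.05 for NOTCH in Raji (NES 1.44, FDR 0.0460) and PI3K/Akt/mTOR in Raji (NES 1.40, FDR 0.0352). The nominally larger shift of the NOTCH genes moved from SU-DHL-4 to Raji (p 0.920). With the KEGG annotation and at least 10 fragments together, the NES changed sign for PI3K/Akt/mTOR in SU-DHL-4 (NES 1.01, FDR 0.972). The FDR was no longer under 0.05 for NOTCH in SU-DHL-4 (NES 1.36, FDR 0.107). The FDR came under 0.05 for autophagy in Raji (NES 1.46, FDR 0.0274) and NOTCH in Raji (NES 1.52, FDR 0.0271). By GSEA on median-ratio scaled FPKM, the NES changed sign for PI3K/Akt/mTOR in Jeko-1 (NES −0.89, FDR 0.688). The FDR came under 0.05 for PI3K/Akt/mTOR in SU-DHL-4 (NES −1.57, FDR 0.00857). After the correction for GC content and gene length, the shift of the NF-kB target genes in Raji changed direction (p 0.862).

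Across the fits that each left out 1 library, odds ratios ran from 0.870 to 1.16 for autophagy in Raji, 0.886 to 1.74 for NOTCH in Raji, 1.69 to 1.99 for S phase in Jeko-1 and 1.70 to 1.96 for NOTCH in Jeko-1. Those of the G2/M genes ran from 2.39 to 3.84 in Raji and from 0.157 to 0.520 in SU-DHL-4. The camera adjusted p ran from 0.0425 to 0.0794 for NOTCH in SU-DHL-4, 0.00672 to 0.0336 for autophagy in Raji, 0.0120 to 0.0463 for NOTCH in Raji and 0.695 to 0.968 for PI3K/Akt/mTOR in Raji. The p of the NOTCH genes between SU-DHL-4 and Raji ran from 0.798 to 0.999, with the direction changing.

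Of the pairs of a named gene and a line, 85 had the same direction and the same side of the threshold in all settings run, over 1489 fits. Of the 16 others, 7 changed direction, 11 lost an adjusted p under 0.05 and 1 gained it in at least 1 setting, some in more than 1 of these ways. Of 15 shifts of B-cell, histone, interferon-stimulated, p53 and NF-kB target genes, 5 lost a p under 0.05 once the correlation was estimated, 2 under median-ratio scaling, and 1 lost it and 1 gained it after the correction for GC content and gene length. Depth limits the genes at few fragments, such as DLL1 and PTCRA in SU-DHL-4, the size of whose changes is uncertain.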

Differences from the paper's values

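The paper counts more DEGs than were found here. In SU-DHL-4, 1068 genes were higher against the paper's 2283, and 246 lower against the paper's 927. In Raji, 951 genes were higher against the paper's 1987, and 401 lower against the paper's 1234. In Jeko-1, 695 genes were lower against the paper's 1924, while the number of higher genes lay within 1.5 times the paper's. Of the alternatives set before the data were examined, a pseudocount of 0.1 brought the higher genes within 1.5 times the paper's number (2443 in SU-DHL-4 and 2076 in Raji), and the others did not: no filter, at least 10 fragments in every library, the replicate block, 1 fit of all 18 libraries, an adjusted p with and without the threshold on the change, and each library left out. For the lower genes none of these alternatives did, a pseudocount of 0.1 giving 415 in SU-DHL-4, 638 in Raji and 1134 in Jeko-1, and an adjusted p without a threshold on the change 2579, 2388 and 3647. Voom on the recovered fragments with median-ratio scaling was chosen after seeing the values. DESeq, which the paper names, scales by median ratios as well, so this setting is nearer to the paper's in its scaling. It gave 2054 higher and 886 lower genes in SU-DHL-4 and 1665 higher and 1138 lower genes in Raji. In Jeko-1 it gave 2233 higher and 1762 lower genes, and all these counts lay within 1.5 times the paper's numbers. Voom without that scaling, also chosen after seeing the values, gave 2717 and 451 in SU-DHL-4, 2260 and 699 in Raji and 3021 and 1218 in Jeko-1.

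The 3 lines shared 254 DEGs here and about 870 in Fig. S4B, read by eye. None of the alternatives set before the data were examined closed this gap. With settings chosen after seeing the values, the number was 763 for a pseudocount of 0.1, 890 for voom and 778 for voom with median-ratio scaling.

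The NES of the KEGG cell cycle pathway in Jeko-1 was −1.60 here and about −2.0 in Fig. S2A, read by eye, and that of the KEGG autophagy pathway was 1.67 here and about 1.6 in Fig. S3A, read by eye. No alternative set before the data were examined applied to these pathways. With at least 10 fragments in every library, chosen after seeing the values, they were −1.71 and 1.83. The gap of the cell cycle pathway thus narrowed without closing. For the autophagy pathway, 1.67 lies too near a value read by eye to count as a difference.

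The paper states that the PI3K/Akt and MAPK pathways were enriched among the DEGs (Fig. 4A). Here, with the main settings, neither the fixed lists nor the KEGG annotation gave an exact p under 0.05 for either pathway in any line. The DEG lists tested were shorter than the paper's, with 1314 genes in SU-DHL-4, 1352 in Raji and 2315 in Jeko-1. The KEGG annotation was not tested on DEGs from voom or median-ratio scaling. Whether the enrichment of Fig. 4A holds for DEGs like the paper's is thus left open. Of settings chosen after seeing the values, the KEGG annotation with a pseudocount of 0.1 gave the PI3K-Akt pathway an exact p of 0.0407 in SU-DHL-4, 0.0355 in Raji and 0.00979 in Jeko-1 (0.150, 0.0887 and 0.0489 after adjustment over 5 pathways), and GSEA with that annotation an NES of 1.40 in Raji (FDR 0.0352). Of those set before the data were examined, all genes with any value as background gave the MAPK genes of SU-DHL-4 an exact p of 0.0355 (adjusted 0.213), lower DEGs alone gave them 0.0334 (adjusted 0.160), and fgsea gave the PI3K/Akt/mTOR genes of SU-DHL-4 an FDR of 0.0170, with lower expression after treatment. GSEA on median-ratio scaled FPKM, chosen after seeing the values, gave these an NES of −1.57 (FDR 0.00857), lower as well.

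The paper reports NOTCH enrichment in SU-DHL-4 and in neither of the other lines. Here the KEGG Notch pathway had an NES of 1.41 (FDR 0.0255) in SU-DHL-4, 1.44 (FDR 0.0460) in Raji and 1.55 (FDR 0.00673) in Jeko-1. Its over-representation among the DEGs had an exact p of 0.362 in SU-DHL-4, 0.437 in Raji and 0.0624 in Jeko-1, and its shift an unadjusted camera p of 0.0616 in SU-DHL-4, 0.0435 in Raji and 0.0190 in Jeko-1. The KEGG annotation was chosen after seeing the data. The paper's qRT-PCR shows a rise of NOTCH1, HEY1, HES1, p21 and PUMA. In the libraries, BBC3, which encodes PUMA, had a log2 fold change of −0.96 in SU-DHL-4, and HES1 −0.16 in Raji (limma adjusted p = 0.273). At the level of protein, the paper's results report more cyclin E1, A2 and B2 and less cyclin D1. Its discussion and antibody list name cyclin B1 in place of cyclin B2. The mRNA of CCNE1 had −0.33 in SU-DHL-4, −0.81 in Raji and −0.20 in Jeko-1, that of CCNA2 −1.24 in SU-DHL-4, −1.86 in Raji and −0.78 in Jeko-1, that of CCNB2 −0.33 in Raji and that of CCND1 0.24 in SU-DHL-4 and 0.94 in Raji. Protein and mRNA are different measures. By mRNA the S phase genes fell in each line, while the paper's flow cytometry found more cells in S phase. These are unlike measures as well, since mRNA of the genes does not count cells.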

Other observations

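Of the tests in this part, the directions of the p53 target, NF-kB target and interferon-stimulated genes and the splits behind the number of DEGs were set before their results were seen, and all others were chosen only after the result was seen.

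The 6 libraries of a line can be split into 3 and 3 in 10 ways. Of these, 4 part every same-numbered pair, as the real one does, and the 6 others part only 1 pair. Every split but the real one mixes control and treated libraries unevenly, so it keeps part of the treatment contrast. Among the 4, as many DEGs and as many genes with an adjusted p under 0.05 came from 1 split in each line, the real one. The highest number of DEGs from the other 3 was 0 in SU-DHL-4, 1 in Raji and 2 in Jeko-1, and none of them gave a gene with an adjusted p under 0.05. An over-representation as strong as the real one came from 1 of 4 for each of the 6 sets in each line as well, but with so few DEGs it could not have come out otherwise. An NES as far from 0 was more common, with the sets in the order of S phase, G2/M, autophagy, NOTCH, PI3K/Akt/mTOR and MAPK genes. In SU-DHL-4 the numbers were 2, 3, 4, 2, 1 and 4. In Raji the numbers were 1, 2, 3, 2, 4 and 3. In Jeko-1 the numbers were 4, 3, 3, 2, 3 and 4. By camera, splits with a p as small were counted for the sets in that order and then for the NOTCH genes of Fig. S5A and the B-cell, histone, interferon-stimulated, p53 target and NF-kB target genes. For SU-DHL-4 these counts were 1, 1, 2, 1, 1, 2, 1, 2, 2, 2, 2 and 1. For Raji these counts were 1, 1, 1, 2, 4, 2, 1, 1, 2, 1, 1 and 2. For Jeko-1 these counts were 1, 2, 1, 1, 2, 2, 2, 1, 4, 3, 2 and 1. With 4 splits no share can be under 0.05 whatever the data, so these counts speak neither for nor against an effect of treatment.

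Of the 64 joint splits of the 3 lines, 1 shared as many DEGs as the real one, and the others shared 0. Treatment effects differed between lines (limma's F-test of the interaction, adjusted p under 0.05) for 10166 of 13224 genes, and 1 of 100 drawn regroupings gave as many, the others 0 to 9053. For the NOTCH genes, a difference as large came from 100 of 100 between SU-DHL-4 and Raji and from 69 between SU-DHL-4 and Jeko-1, and for the genes of Fig. S5A from 97 between SU-DHL-4 and Jeko-1. After the correction for GC content and gene length, the shift of the NOTCH genes in each line had a p of 0.144 in SU-DHL-4, 0.0398 in Raji and 0.0225 in Jeko-1. GC content or gene length may thus account for the rise in SU-DHL-4.

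The median log2 fold change of all tested genes lay above 0 in each line. A candidate explanation is that fewer fragments went to the most abundant genes, but without the 100 most abundant genes the median was still 0.17 in SU-DHL-4, 0.13 in Raji and 0.15 in Jeko-1. Treated libraries had more genes above 0, by 1055 in SU-DHL-4, 1044 in Raji and 214 in Jeko-1. After thinning all libraries of a line to equal depth the gain was 1097, 1049 and 277, so depth did not account for it. A change in total RNA per cell cannot be seen in FPKM, and no biological explanation was tested. By flow cytometry, the paper reports apoptosis in most SU-DHL-4 cells at the dose and time used for sequencing. In its B-NHL lines apoptosis rose with the concentration of CBL0137. The libraries cannot tell RNA of dying cells from that of living cells. A part played by dying cells is thus left open for these and the other changes between treated and control cells.

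From what is known of CBL0137, 3 hypotheses were set on activation of p53, inhibition of NF-kB and an interferon response. No rise of the p53 target genes against the other genes had a p under 0.05 in any line (unadjusted camera p 0.274 in SU-DHL-4, 0.214 in Raji and 0.306 in Jeko-1), while after the correction for GC content and gene length the p was 0.553 in SU-DHL-4, 0.0326 in Raji and 0.211 in Jeko-1, with a rise in Raji. The NF-kB target genes shifted down against the other genes in SU-DHL-4 and had no p under 0.05 elsewhere (0.0381 in SU-DHL-4, 0.638 in Raji and 0.112 in Jeko-1). In SU-DHL-4 they did not fall as such: 16 of 28 were higher, with a median log2 fold change of 0.078 against 0.22 for all tested genes. There the adjusted p was 0.0719 and the unadjusted p was 0.0842 after the correction for GC content and gene length, 0.156 under median-ratio scaling and 0.0796 with the correlation estimated, so this hypothesis is left open. The interferon-stimulated genes rose in SU-DHL-4 and Raji (0.00929 in SU-DHL-4, 4.26e-06 in Raji and 0.137 in Jeko-1), the direction set for an interferon response, but the correlation between these genes remains as an explanation.

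Among genes the paper studies as proteins or targets, MS4A1, which encodes CD20, had a log2 fold change of −0.73 in SU-DHL-4, −1.23 in Raji and −2.87 in Jeko-1. That of MYC was −1.54 in SU-DHL-4, −1.62 in Raji and −0.23 in Jeko-1. For the subunits of FACT it was −0.62 in SU-DHL-4, −0.55 in Raji and −0.75 in Jeko-1 for SSRP1 and −0.13 in SU-DHL-4, −0.44 in Raji and −0.66 in Jeko-1 for SUPT16H. Of 45 genes listed from the paper before the data were examined, 45, 39 and 45 were tested in SU-DHL-4, Raji and Jeko-1, and 40, 27 and 38 had an adjusted p under 0.05 over all genes (40, 28 and 38 over the list alone). Spearman's rho across genes between log2 fold change and GC content was 0.314, 0.0732 and 0.216, and with gene length −0.0163, 0.187 and 0.0406. Genes are not independent replicates, so no p is given.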
